# Single cell profiling of CD45^+^ spinal cord cells reveals microglial and B cell heterogeneity and crosstalk following spinal cord injury

**DOI:** 10.1186/s12974-022-02627-3

**Published:** 2022-11-04

**Authors:** Elizabeth S. Fisher, Matthew A. Amarante, Natasha Lowry, Steven Lotz, Farhad Farjood, Sally Temple, Caitlin E. Hill, Thomas R. Kiehl

**Keywords:** Spinal cord injury, Microglia, Single cell RNA-sequencing, Ectopic lymphoid follicle, B cells, Cell–cell communication

## Abstract

**Background:**

Immune cells play crucial roles after spinal cord injury (SCI). However, incomplete knowledge of immune contributions to injury and repair hinders development of SCI therapies. We leveraged single-cell observations to describe key populations of immune cells present in the spinal cord and changes in their transcriptional profiles from uninjured to subacute and chronic stages of SCI.

**Methods:**

Deep-read single-cell sequencing was performed on CD45^+^ cells from spinal cords of uninjured and injured Swiss-webster mice. After T9 thoracic contusion, cells were collected 3-, 7-, and 60-day post-injury (dpi). Subpopulations of CD45^+^ immune cells were identified informatically, and their transcriptional responses characterized with time. We compared gene expression in spinal cord microglia and B cell subpopulations with those in published models of disease and injury. Microglia were compared with Disease Associated Microglia (DAM) and Injury Responsive Microglia (IRM). B cells were compared to developmental lineage states and to an Amyotrophic Lateral Sclerosis (ALS) model.

**Results:**

In uninjured and 7 dpi spinal cord, most CD45^+^ cells isolated were microglia while chronically B cells predominated. B cells accumulating in the spinal cord following injury included immature B to mature stages and were predominantly found in the injury zone. We defined diverse subtypes of microglia and B cells with altered gene expression with time after SCI. Spinal cord microglia gene expression indicates differences from brain microglia at rest and in inflammatory states. Expression analysis of signaling ligand–receptor partners identified microglia–B cell interactions at acute and chronic stages that may be involved in B cell recruitment, retention, and formation of ectopic lymphoid follicles.

**Conclusions:**

Immune cell responses to SCI have region-specific aspects and evolve with time. Developmentally diverse populations of B cells accumulate in the spinal cord following injury. Microglia at subacute stages express B cell recruitment factors, while chronically, they express factors predicted to reduce B cell inflammatory state. In the injured spinal cord, B cells create ectopic lymphoid structures, and express secreted factors potentially acting on microglia. Our study predicts previously unidentified crosstalk between microglia and B cells post-injury at acute and chronic stages, revealing new potential targets of inflammatory responses for SCI repair warranting future functional analyses.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-022-02627-3.

## Background

Spinal cord injury (SCI) initiates complex molecular cascades signaling both tissue destruction and remodeling [1, 2]. The cellular and molecular mechanisms leading to persistent deficits after SCI are only partially understood. Recently, profiling of individual cells within the spinal cord and their temporal responses after SCI by single-cell RNA sequencing (scRNA-seq) has substantially advanced our understanding of the breadth of cellular plasticity following SCI, and revealed concurrent dynamics within specific cell types including neurons, glia, and immune cells [3–7]. A recent scRNA-seq study of immune cells in severe SCI showed prolonged gene expression changes in microglia (up to 3 months post-injury), which were proposed to enhance recovery [4]. The interactions between different immune cell classes, especially in chronic injury, remain largely unknown.

The immune response is a key mediator of tissue damage and wound healing. It intricately coordinates cellular responses of both the innate (e.g., neutrophils, macrophages) and adaptive (e.g., T cells, B cells) immune systems. After SCI, microglia, the central nervous system (CNS) resident immune cells, and infiltrating immune cells become activated and initiate diverse and complicated damage responses [8]. Prior studies have examined individual immune cell classes and their responses following SCI [9–14] including neutrophils [15–17], macrophages [18, 19], T cells [20, 21], and B cells [22]. SCI fails to elicit coordinated immune cell responses necessary for effective tissue repair [23] leading to chronic inflammation, poor wound resolution, and tissue fibrosis [2, 19, 24–26]. To effectively develop therapeutic interventions to mitigate SCI tissue damage, prevent chronic inflammation, and initiate effective remodeling, a more complete temporal understanding of the immune response and interactions occurring between infiltrating and resident immune cells is required.

In the current study, we profiled resident and infiltrating CD45^+^ cells in the intact and injured spinal cord at subacute and chronic stages using scRNA-seq to establish how the various immune cells change and respond to the evolving injury. The Takara ICell8 3' DE single cell system (chip/well-based), based on the SMART-seq cDNA synthesis chemistries, has advantages in library efficiency and a higher fraction of cell-related reads [27, 28]. This method yields increased sensitivity to rare transcripts compared to droplet-based approaches. It also allows for robust cell population identification with fewer cells than required for droplet based scRNA-seq [27–30]. CellPhoneDB was used to probe for potential cell–cell interactions warranting further exploration as targets for SCI repair [61]. Based on the gene expression profile of individual immune cells, we show that SCI elicits pronounced changes in microglia and B cell numbers and functions. Microglia undergo SCI-specific gene expression changes distinct from those occurring following brain injury, creating a computationally identified population appearing acutely and persisting chronically. SCI causes formation of ectopic lymphoid follicles at the injury epicenter containing immature and maturing B cells. The microglial and B cell responses arising following injury and persisting chronically include the expression of multiple chemokine receptor–ligand pairs indicating cellular crosstalk laying the groundwork for future empirical studies. Together, our results reveal that SCI induces chronic gene expression modifications in both resident and infiltrating immune cells. This resource identifies persistent cell–cell interactions between and within B cells and microglia that can be mined and tested to address their role in pathobiology and chronic degeneration seen in the spinal cord following injury.

## Materials and methods

### Animals

The care and use of animals were approved by University at Albany Institutional Animal Care and Use Committee and overseen by the Animal Resources Facility at the University at Albany East Campus Animal facility.

### Spinal cord injury

Adult (10–12-week-old) female Swiss Webster mice (Taconic) were housed in a pathogen-free barrier facility and maintained on a 12-h dark/light cycle with food and water provided ad libitum. A moderate (6.25 mm height) contusion SCI was performed using the NYU Impactor device. The mice were deeply anesthetized using isoflurane (3%). Following a 1.5–2 cm medial skin incision, the skin was loosened from the underlying tissue with a sterile cotton tipped applicator. Thoracic vertebrae (T9) was then identified, and the spinalis and semispinalis muscles on either side around T9 were cut with microscissors. The spinous processes and lamina of T9 and part of T8 and T10 were then exposed by removing any remaining semispinalis muscle using fine forceps and a T9 laminectomy was performed. The laminectomy site was then visually inspected to ensure that there was no damage to the spinal cord prior to placing the mouse on a platform beneath the NYU impactor. The impactor probe (1 mm diameter) was lowered to just above the spinal cord and centered on the spinal cord midline before raising it to 6.25 mm and inducing the spinal cord contusion. Following injury, 3.0 chromic gut sutures were used to reapproximate the muscles and overlaying skin in two separate layers. Topical analgesic, 2% lidocaine gel (McKesson #495443), was applied to the incision site. Buprenex (0.2 mg/kg) (Patterson Veterinary #433502), Baytril (5 mg/kg) (Patterson Veterinary # 07-89106228), and Lactated Ringer's solution were administered subcutaneously for analgesia, antibiotic, and hydration control, respectively. The mice were maintained on heating pads to regulate their temperature until fully awake before being returned to their home cages. Additional Buprenex was administered twice daily for three days for postoperative pain control and antibiotics were given once a day for five days. Bladders of injured mice were expressed twice daily. At three, seven, and 60 days after SCI, animals were sacrificed by decapitation under deep anesthesia with 150 mg/kg intraperitoneal pentobarbital (Merck #4199).

### Flow cytometry

Following sacrifice, animals from all groups (*n = 24, n* = 6/timepoint) had a 3-mm section of spinal cord dissected out centered at T9. Meninges were removed from the spinal cord segments under a dissecting scope. The spinal cord segments from six mice per timepoint were pooled and minced in ice-cold Hank's Balanced Salt Solution (HBSS). Following enzymatic dissociation with trypsin (0.25 mg/mL in DMEM) at 37° for 20 min, the cells were triturated with a Pasteur pipette to further dissociate the cells and then passed through a 40 μm cell strainer to reduce myelin debris. Trypsin was inactivated by the addition of DMEM + 10% Fetal Bovine Serum (FBS). Isolated single cells were then centrifuged and washed twice with fluorescence activated cell sorting (FACS) buffer (phosphate-buffered saline [PBS], 2% bovine calf serum). This was followed by a 30 min incubation with antibodies against CD45 (FITC, BD Biosciences #553079) diluted 1:20 in FACS buffer, shielded from external light. The stained cells were then washed twice with PBS. Flow cytometric analysis was performed using a BD FacsAria Flow Cytometer/Cell Sorter. Sorting gates were determined based on cells from unstained, uninjured control animals. This strategy allowed us to focus on smaller, more compact cells that were more likely to include microglia (see Additional File 1). CD45^+^ hi and lo cell populations were identified, and both were collected into a 1.5 ml tube containing DMEM for subsequent scRNA-seq analysis. Gating selection for the CD45^+^ immune cells of the spinal cord is illustrated in Additional file 2. Doublet discrimination was performed twice to maximize the isolation of single cells before dispensation onto the chip.

### ICell8 preparation and dispense

Cells were prepared according to the ICell8 manufacturer's protocol prior to single-cell dispense. Briefly, the total cell number obtained from FACS was used to calculate a dilution to dispense 1400 cells per well into a 384-well plate. Cells were stained with NucBlue (identifies cell nuclei during the imaging step) at a concentration of 2:25 and Propidium Iodide (to identify dead cells) at a concentration of 1:25 for 20 min at 37 °C (ThermoFisher Cell Viability Imaging Kit #R37610). Cells were centrifuged for 5 min at 300 *g*, and supernatant was discarded. Cells were resuspended in 80 µL/well PBS. 1 µL/well of RNase (New England Biolabs # M0314L) was added, plus 1 µL/well ICell8 100X diluent. Eighty µL of resuspended cells was added to each of the designated sample wells of the ICell8 384-well plate. The 384-well plate and an ICell8 chip were loaded into the ICell8 machine, and the standard dispense program was run to dispense 50 nL of sample into each well of the chip (total 5184 wells), in addition to fiducials (dye used to center the well for the imaging step for cell selection) and RNA controls (Takara #636643).

### Chip imaging and cell selection

After dispensing, the chip was blotted with filter paper and sealed with imaging film. The chip was centrifuged at 300 *g* for 5 min and set on the microscope. Fiducials were confirmed and images acquired via ICell8 Image software. Once images were acquired, the chip was placed in a chip holder and frozen at −80 °C. Single, live cells were selected for further processing based on imaging for NucBlue/propidium iodide stain using ICell8 CellSelect software (Fig. 1C).

**Fig. 1:**
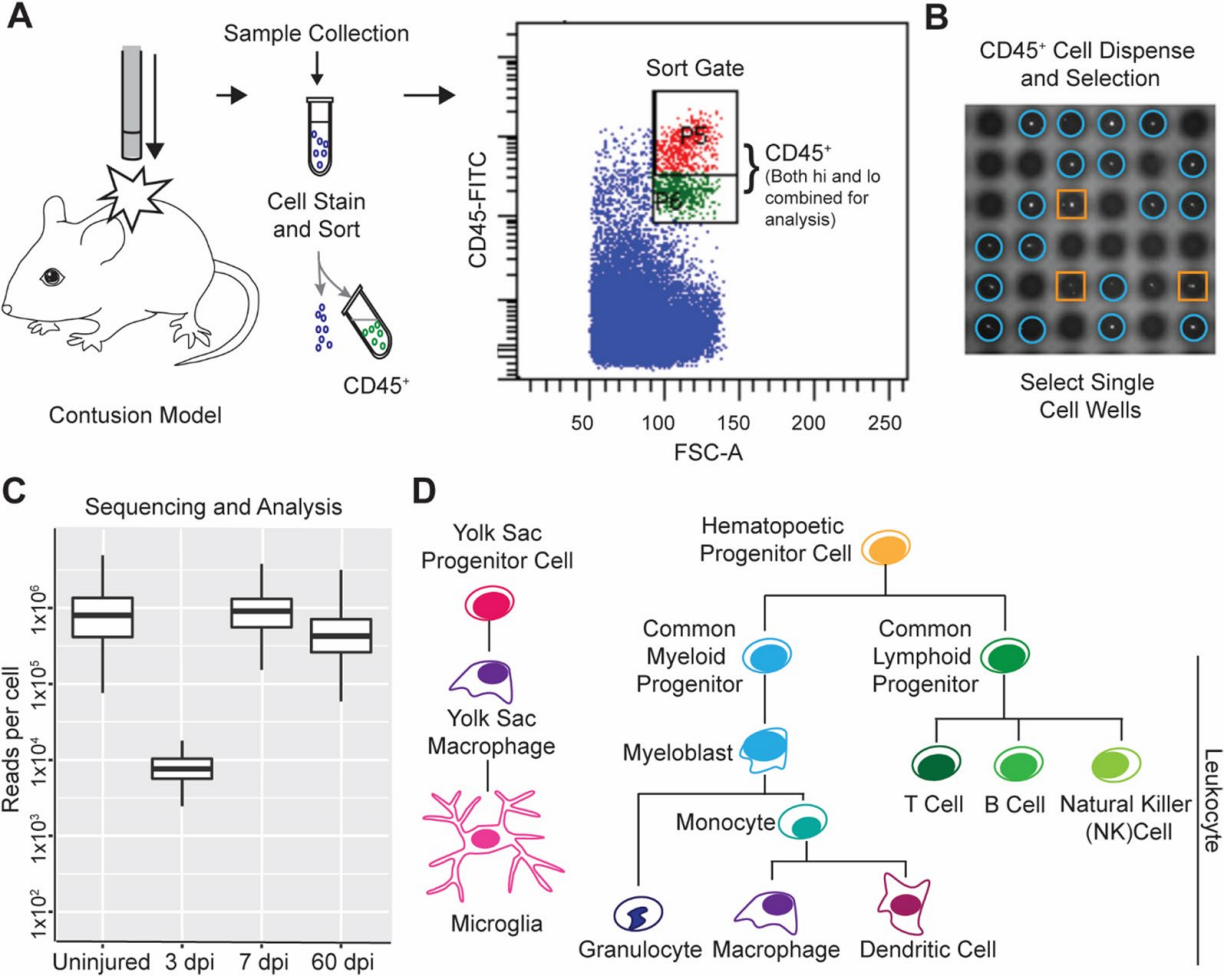
Workflow and quality control for single-cell isolation and sequencing of spinal cord immune cells. **A** Schematic of experimental approach. Spinal cords were harvested from mice, dissociated, and then stained for CD45 before being run on a FACSAria for sorting. Red and green cells identifying ‘hi’ and ‘lo’ expressing CD45^+^ cells, were sorted together for subsequent analysis. **B** Isolation of single cells onto the ICell8 chip. Wells containing single live cells (blue circles) were identified by microscopy imaging for further processing; wells with multiple cells or dead cells (orange squares) were excluded. **C** Reads per cell for the four conditions, represented by a box and whiskers plot. Box represents median and quartiles, while the whiskers are maximum and minimum values, excluding outliers. **D** Schematic of the immune cell lineage, simplified to include cell populations relevant to this study

### Single-cell RNA library preparation and sequencing

From uninjured control, 3 dpi and 7 dpi, 500 spinal cord immune cells were selected from each chip as single cells. Five K562 cells (control cells provided with the system), five negative control wells (no RNA, but all ICell8 buffers), and five positive control wells (12 pg RNA) were also identified. For 60 dpi, 1000 spinal cord immune cells were isolated and dispensed in a similar manner.

Libraries were prepared according to the ICell8 single-cell SMART-seq 3’ DE library preparation kits (Takara #635040) and were sequenced (150 cycles) on the NextSeq500 platform (Illumina) lane (4 × 10^6^ potential total reads).

A Bioanalyzer was used to assess the quality of the resulting cDNA and to monitor the size distribution of the transcripts. From our samples we obtained approximately 7–8 ng of cDNA with an average of 1650 base pair fragments, indicating good quality sampling of the immune cell RNA from the uninjured and injured spinal cords, enabling us to proceed to sequencing of the cDNA.

### Analysis of single-cell RNA sequencing data

Data were initially processed using Bcl2fastq (Illumina) to convert raw BCL files to fastq. Fastq files were split based on single-cell barcodes and ICell8 well list files using in-house java and R code, which is available on github [31]. Reads were mapped to mouse genome version mm10 using STAR aligner (v2.5) [32]. Aligned reads were sorted and aggregated using SAMtools and raw counts determined using Bioconductor packages in R [33, 34].

Following the well documented workflows of the Seurat3 package [35] we normalized, scaled, transformed, integrated, and performed cell-cycle correction on the raw read data. Subsequently, the Seurat3 library was used to perform dimensional reduction, neighbor-finding, clustering and then to identify marker genes for the resulting clusters. Markers were computed for each cluster relative to the complete data set via the FindAllMarkers method. Pairwise markers were computed, using Seurat’s FindMarkers method, to compare clusters determined to be comprised of subtypes of the same general cell identity. The SingleR and hypeR annotation and enrichment tools were used to determine functional enrichment of marker genes and top-expressing genes by cluster and by timepoint [36, 37].

#### Gene ontology enrichment analysis

Differentially expressed genes were identified computationally in the Seurat package. Top expressing genes from timepoints and from specific cell-type clusters were then used to determine enriched gene ontology (GO) categories. These gene lists were processed using Gprofiler2 and REVIGO [38, 39] to calculate the GO enrichments. Enrichments and plots generated to show changes in GO terms over time were performed using the Screp function[40].

#### Integrated analysis of microglia with data from Hammond, et al. [41]

Whole brain control and lysolecithin stimulated data sets published by Hammond et al. [41] were retrieved from the Gene Expression Omnibus (GEO) (accession: GSE121654). The Seurat library was used to integrate these data, along with the data from our study, using the SCTransform library (which performs normalization, variance stabilization, and feature selection based on a UMI-based gene expression matrix). After this normalization, SCT dimensional reduction and clustering and cluster marker identification was performed using the well documented methods RunUMAP, FindNeighbors, FindClusters and FindMarkers from the Seurat library.

#### Integrated analysis of B cell subtypes with published lineage data [57]

Cells initially identified as B cells were further analyzed independent  from the remainder of our data set to identify their developmental linage. The SingleR Bioconductor package [36] was used to create a reference data set from GEO (accession: GSE74290). The SingleR methods were then applied, following documented workflows, to label B cells from our study relative to the reference data set we constructed. To highlight the most stable labels, a range of score cutoffs were evaluated and a score cutoff of 0.125 was selected to indicate the most stable B cell subtype labels generated in the reference.

#### Integrated analysis of B cell subtypes with meningeal B cell data [42]

Data published in GEO by Cohen et al. [42] (accession: GSE160193) provided another reference data set for the determination of potential labels for the B cells collected in this study. Sample GSM4862209 was excluded as its smaller scale severely limited the number of integration anchors that could be calculated during this integration. Cells were integrated into a single combined Seurat object along with all the cells collected in our study. The Seurat library was used to integrate these data following a process of SCT normalization followed by dimensional reduction and clustering. The relative location of labeled cells from Cohen [42] (“B” and “pre B”) and the B cells from this study (Additional file 3) were observed via Uniform Manifold Approximation and Projection (UMAP) to infer likely cell-type convergence.

### Integrated analysis of B cell subtypes with TabulaMuris data

Immune-relevant data subsets were collected from the *TabulaMuris* Consortium data [43]. This included both droplet and FACS sorted cells from spleen, marrow, brain, fat, limb, liver, and lung. The data were normalized and combined into one Seurat object using a process of finding the top 2000 variable features and 20 integration anchors. Smaller data sets from *TabulaMuris* cohort constrained the total number of reference anchors that could be utilized in this calculation. Seurat methods FindTransferAnchors and TransferData were used to find anchors and transfer labels to predict labels for our B cells.

### Spinal cord staining

Spinal cord tissue sections were kindly provided by Drs. John Gensel and Andrew Stewart from spinal cords harvested and sectioned from a previous study [44]. Briefly, male and female C57/BL6 were given a 60 kDyn SCI under ketamine (100.0 mg/kg) and xylazine (10.0 mg/kg) anesthesia using the Infinite Horizons Impactor (Precision Systems Instrumentation, LLC, Fairfax Station, VA). Mice were anesthetized using an overdose of ketamine and xylazine and perfused using cardiac puncture with 0.1 M PBS, then with 4% formaldehyde in PBS. Spinal cords were extracted, then post-fixed for 2 h at room temperature and washed in 0.2 M phosphate buffer overnight. Spinal cords were transferred to a 30% sucrose solution for 1 week before blocking in optimal cutting temperature compound (OCT; Thomas Scientific). Sections (10 μm thick) were cut in the coronal plane between   on a cryostat and stored at −20 °C.

Prior to staining, slides were dried at room temperature for 1 h. Tissue sections were then permeabilized for 1 h and blocked in PBS with 5% normal goat serum, 3% BSA, and 0.03% Triton-X 100. The background was quenched using TrueBlack (BioTium # 23007) according to manufacturer instructions. B cells were stained for CD45RA (BioRad # MCA1258GT) diluted 1:100 and neurons for Tuj1 (BioLegend #801202) 1:500 in the same blocking solution and incubated overnight at 4 °C, followed by three washes with PBS. Secondary antibodies (Jackson Labs #712–545-153 (B cells), Invitrogen #A21135 (neurons)), were added at 1:500 in blocking solution for 2 h at room temperature followed by three washes with PBS. DAPI (Invitrogen #D1306) was added 1:1000 in water for 5 min, followed by two washes in PBS. Tissue was mounted in Fluoromount (Sigma #F4680). Tissue was then imaged using a Zeiss LSM 780 or a Zeiss Observer D1.

## Results

### Single-cell sequencing of CD45^+^ cells after spinal cord injury

To establish the cellular and transcriptional profile of resident and infiltrating immune cells in the spinal cord, adult (10–12-week-old) female Swiss-Webster mice received a moderate thoracic spinal cord contusion injury (T9, 6.25 mm, NYU device). 

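Spinal cord tissue of 6 mice was pooled for each condition, CD45+ cells were sorted, and single live cells were processed in the nanowells of an ICell8 chip, so each condition is 1 library with no replicates. The SMART-seq 3' reads of each cell were mapped to mm10 by STAR, and the deposited values are the number of reads counted on each of 39066 genes, listed by symbol, in each of 1825 cells, without normalization. The kit named for these libraries counts reads and not molecules, so every interval given for these data covers counting error only. Intervals for CPM take each read as independent, although copies of 1 molecule are counted apart, so they can be too narrow even for that error. The table holds 426 cells of the uninjured spinal cord, 454 cells at 7 dpi and 945 cells at 60 dpi. Their reads add up to 306721154, 365066887 and 382779731. A median of 2084 genes was detected per uninjured cell, 2604 at 7 dpi and 2209 at 60 dpi. The 3 dpi cells were not analysed here. Reads were normalized with SCTransform with cell-cycle scores regressed, the libraries were integrated in Seurat, and cells were clustered with the shared nearest neighbor algorithm at resolution 0.8. Clusters were named by lists of marker genes, with names such as microglia-like. Expression in a class is given as CPM, from the sum of a gene's reads over its cells and the sum of all reads of those cells, and ratios are log2 ratios of CPM plus 1. Shares of cells with a read were counted after every cell was thinned at random to 50000 reads, which left out 7, 2 and 27 shallower cells. Intervals are 95% intervals, exact Clopper-Pearson for shares of cells and exact Poisson for CPM. Gene positions are those of GRCm38. As a check of the sex of the mice, Xist had a read in 273 of 419 uninjured cells, 0 of 452 cells at 7 dpi and 440 of 918 cells at 60 dpi. At least 1 of the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had a read in 0, 195 and 64 of these cells.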

Moderate contusion injuries allow for the recruitment of immune cells following SCI and for some level of motor recovery in the animals [45]. Three-millimeter blocks of spinal cord tissue centered on the lesion epicenter were pooled, dissociated, and processed from injured versus uninjured control mice (*n* = 6 mice/condition), as summarized in Fig. 1A–C. Individual immune cells were isolated by FACS using the pan-immune cell marker CD45, focusing specifically on cells that were smaller and less granular by flow cytometry (i.e., reduced side scatter, Additional file 1). scRNA-seq was performed using the nanowell-based ICell8 system (Takara Bio USA), which generates more reads per cell than a droplet-based system. In total, 426 cells from uninjured, 102 cells from 3 dpi, 454 cells from 7 dpi, and 945 cells from 60 dpi passed quality control and were analyzed. 

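Uninjured cells had a mean of 720003 reads on genes (SD 550947 over cells) and a median of 554836. The mean was 804112 (SD 574744) at 7 dpi, with a median of 663734, and 405058 (SD 404616) at 60 dpi, with a median of 287134. Over all cells of the 3 libraries the mean was 577845. Each cell counts alike in this mean, so the 945 cells at 60 dpi weigh most, and an average across conditions is another measure. Single cells ranged from 7714 to 4688782 reads. A filter for at least 500 genes and under 20% mitochondrial reads removed 8 uninjured cells and none of the other cells, which raised the uninjured median to 576921.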

The average total transcript reads across conditions was 645,000 reads per cell (Fig. 1C). Sample reads at each timepoint were well within the range necessary for downstream batch correction and analyses to robustly discriminate different cell populations [46]. Fewer cells and substantially fewer reads (median of 5,423 reads/cell) were detected in the 3-dpi sample compared to the others. While this did not affect the analysis in context of the whole data set, disparate read counts and sparsity from this sample introduced excess variability into downstream analysis of smaller subsets. As such, after the initial clustering analysis (Fig. 2), the 3 dpi data were excluded from subsequent analyses.

**Fig. 2:**
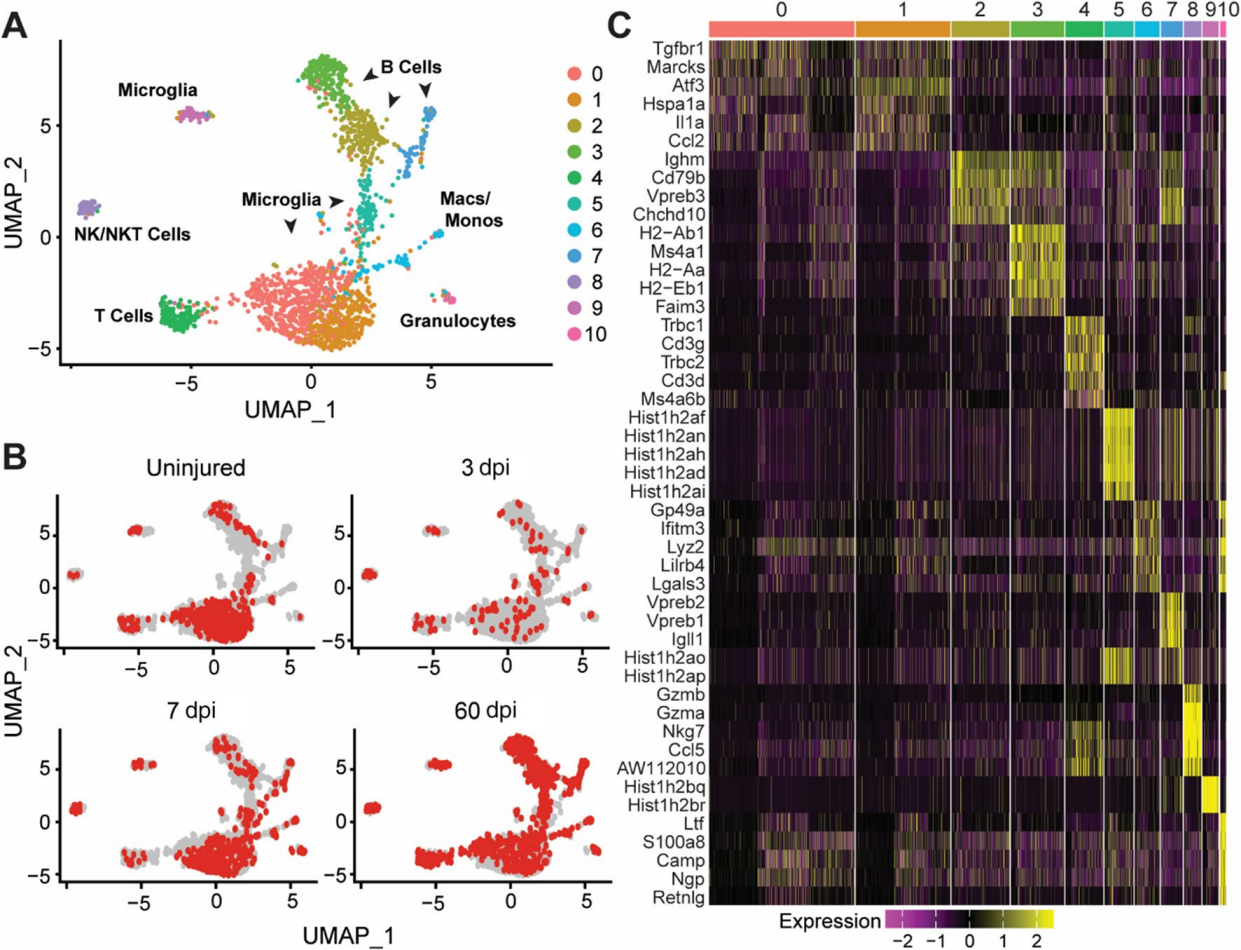
Analysis of combined data across all timepoints reveals clusters containing major immune cell types. **A** UMAP embedding of all timepoints combined after normalization by SCTransform. Clusters clearly separated into distinct immune cell populations. Clusters 0, 1, 5 and 9 express canonical microglia markers. Cluster 2, 3 and 7 express B cell markers. Cluster 4 expresses markers of T cells, and cluster 8 expresses NK and NKT (simplified hereafter as NK-/T) cell markers. Cluster 6 expresses markers of monocytes/macrophages, and cluster 10 expresses granulocyte markers. **B** UMAP plots highlighting the localization of cells across timepoints. Red cells are the cells isolated on the day indicated. **C** Heatmap of the top five genes driving cluster separation. *Macs* macrophages, *Monos*  monocytes, *NK* Natural Killer cells, *NKT* Natural Killer T cells

### Characterization of immune cell diversity after SCI

Samples from all timepoints were combined and clustered together using the shared nearest neighbor algorithm to gain an overview of the complete immune cell data set. Eleven cell clusters (Clusters 0–10) were identified and subsequently mapped to specific immune cell types (UMAP: Fig. 2A). The identified cell clusters included the major innate and adaptive immune cell types known to participate in the response to SCI [24, 47] including microglia (clusters 0, 1, 5, and 9), NK-/T cells (cluster 8), macrophages/monocytes (cluster 6), granulocytes (cluster 10), T cells (cluster 4) and B cells (clusters 2, 3, and 7) (Fig. 2A). 

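Clustering of the 3 libraries gave 12 clusters. A cluster was named when at least 3 of its 20 leading genes were markers of 1 class and its 10 first genes held at least 1 marker of that class and no more of another. Clusters with a tie between classes, or with hemoglobin genes as the leading class, were left without a name. A pair of microglia-like clusters, with Ctss, Csf1r and P2ry12 among their leading genes, held 449 and 67 cells. Clusters led by Ighm and Cd79b (357 cells) and by H2-Ab1 and H2-Aa (151 cells) were named B-like. A further 54 B-like cells were led by Igll1, Vpreb1 and Vpreb2 and named early B-like. T-like cells (109) were led by Trbc2, Trbc1 and Cd3g, and NK/T-like cells (67) by Ccl5, Gzma and Nkg7. The other 5 clusters received no name. They were led by mitochondrial genes and Malat1 (253 cells), hemoglobin genes and Mbp (107), Cycs and its pseudogene Gm10053 (76), Timm23 and Gm10273 (68), and Lyz2, Lgals3 and Lilrb4 with Ngp (67).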

Following SCTransform [48] to normalize the data and remove technical artifacts, samples were plotted by time to demonstrate proper normalization (Fig. 2B). The top five DE genes for each cluster are presented as a heatmap (Fig. 2C). Cell-type designations were first established by analyzing differentially expressed (DE) genes in each cluster and manually comparing them to several canonical markers of leukocytes and microglia. Cell-type designations were confirmed using both SingleR [36], a nearest neighbor, reference-based, label-transfer approach based on Spearman correlations, and by comparing the results with the cell-type reference ImmGen database (Additional file 4A, B).

### Dynamic temporal changes in immune cell types occur after SCI

Microglia (Cluster 0, 1, 5 and 9) and B cells ([2, 3 and 7]) comprised the bulk of the total CD45^+^ cells combined across timepoints (Fig. 3A, B) (53.8% and 28.5% of the total cells, respectively). 

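Of all cells of the uninjured, 7 dpi and 60 dpi libraries, 28.3% (516 cells, 95% interval 26.2–30.4%) were microglia-like and 30.8% (562 cells, 28.7–33.0%) were B-like. T-like cells made up 5.97%, NK/T-like cells 3.67% and cells without a name 31.3%. Log-normalization in place of SCTransform moved the microglia-like share most, to 48.7%.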

The remaining 17.7% of total cells were macrophage/monocytes (5.2%), NK-/T cells (3.5%), neutrophils (1.3%) and T cells (7.7%). Our gating strategy focused on smaller, less granular, cells enabling us to capture microglia and to limit the number of granulocytes, macrophages and monocytes sorted for analysis.

**Fig. 3:**
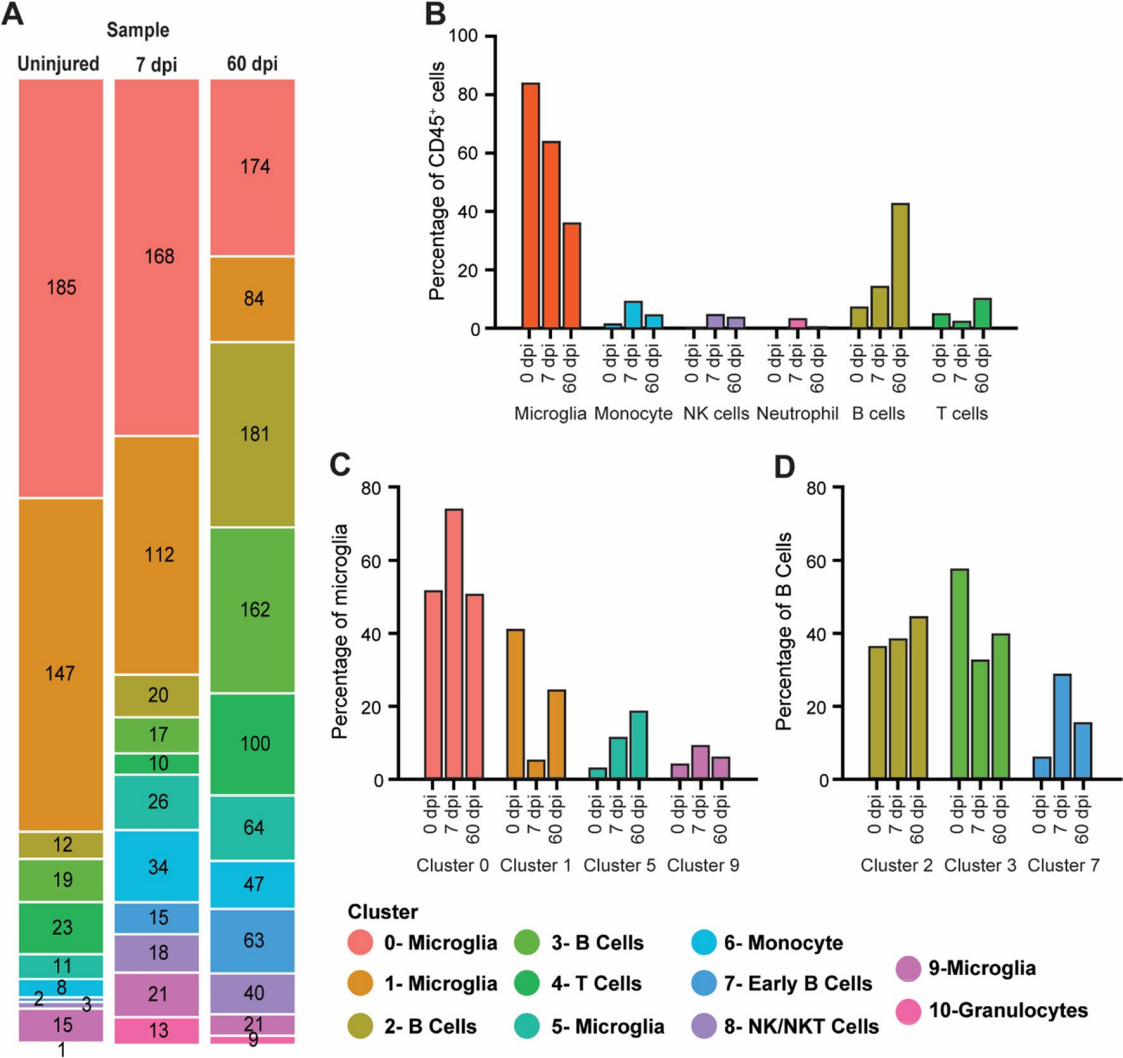
Immune cell populations isolated within the spinal cord change over time in response to SCI. **A** Stacked bar chart showing the number of cells present within each cluster at each timepoint as a proportion of all CD45^+^ cells isolated. **B** Bar chart of the percentage of major immune cell types present in the spinal cord and how they change in response to injury. **C**, **D** bar charts depicting the percentage of microglia (**C**) and B cells (**D**) in each cluster relative to all microglia or B cells, respectively. Note the change in percentage of the different clusters within each cell type in response to injury

The profile of the immune cells within the spinal cord changed in response to injury progression. In the uninjured spinal cord, the vast majority of CD45^+^ cells isolated were microglia (84%). 

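Microglia-like cells were 144 of the uninjured cells, or 33.8% (95% interval 29.3–38.5%). A further 31.2% fell into clusters without a name, and 91.0% of these cells (121 of 133) had more than 100 CPM of at least 3 microglia markers. Of the T-like cells 34.8% had as many. The median Csf1r was 1057 CPM in the cells without a name and 8.16 in T-like cells. The microglia-like share therefore leaves out many cells with microglia genes. When the libraries were clustered without integration, 359 cells, or 84.3%, were microglia-like. Cells of the integrated clusters were of mixed content in this library, since 82.8% of the B-like cells had more than 100 CPM of at least 3 microglia markers and 31.1% had as much of at least 3 B cell markers.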

The next largest cell population was B cells (7.7%), which may have included some peripheral blood cells, since animals were not perfused before tissue harvest. Peripheral myeloid, NK-/T, and T cells made up the remainder (8.3%). After SCI, microglia predominated sub-acutely (64.1% at 7 dpi); but, in chronic SCI, they comprised just 36.3% of total CD45^+^ cells. In contrast, B cells that were initially 7.7% of total CD45^+^ cells in the uninjured tissue increased to 14.7% at 7 dpi and became the largest population (43%) in the chronic state. 

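At 7 dpi 45.8% of cells (208 cells, 95% interval 41.2–50.5%) were microglia-like, and at 60 dpi 17.4% (164 cells, 15.0–19.9%). Without integration the shares were 75.6% and 15.2%. Of the cells without a name, 95.5% at 7 dpi and 34.2% at 60 dpi had at least 3 microglia markers above 100 CPM. So had 80% of T-like cells at 7 dpi, so these markers alone do not make a cell microglia. The microglia-like shares therefore depend on which clusters received a name. The 60 dpi share was below the uninjured share in all 9 alternatives, but with cells that had markers of 2 classes left out most microglia-like cells at 60 dpi had B cell markers and few had microglia markers. The 7 dpi share was above the uninjured share in this clustering and below it without integration, with log-normalization, with cells named by their own markers, with cells that had markers of 2 classes left out, and when a cell kept its class only where its own markers gave it. At 60 dpi 83.5% of the microglia-like cells had at least 3 microglia markers above 100 CPM and 92.1% had at least 3 B cell markers above that level, which 68.4% of the T-like cells also had.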

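B-like cells made up 28.6% of uninjured cells (122 cells, 95% interval 24.4–33.2%), 14.1% at 7 dpi (64 cells, 11.0–17.6%) and 39.8% at 60 dpi (376 cells, 36.7–43.0%). They were the largest named class at 60 dpi in this clustering. Without integration their shares were 7.51%, 11.0% and 57.8%, so the change from uninjured to 7 dpi was downward in this clustering and upward without integration. The 60 dpi share was the highest of the 3 libraries in all 9 alternatives.

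**Figure D1:**
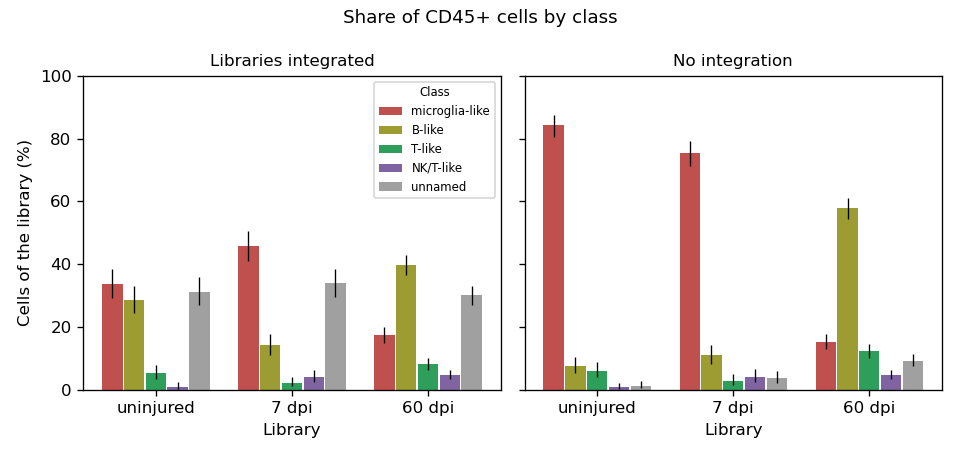
Share of CD45+ cells in each class (%, y axis) in the uninjured, 7 dpi and 60 dpi libraries (x axis), with the libraries integrated (left) and without integration (right). Bars are shares of all cells of a library, 1 library per condition, and lines are 95% Clopper-Pearson intervals, which cover counting error only; granulocyte-like cells of the clusters without integration are not drawn.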

Other cells identified showed smaller changes in response to injury (Fig. 3A, B). T cells decreased from ~ 5% of CD45^+^ cells in the uninjured cord to 2.8% at 7 dpi, rebounding to 10.6% of cells isolated chronically. 

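T-like cells were 23 of the uninjured cells, 10 of the cells at 7 dpi and 76 at 60 dpi. These counts give 5.40% (95% interval 3.45–7.99%), 2.20% (1.06–4.01%) and 8.04% (6.39–9.96%). The 7 dpi share was the lowest of the 3 libraries in each alternative with a T-like cluster. At resolution 0.4, and without cells that had markers of 2 classes, no cluster was T-like.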

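NK/T-like cells made up 0.939% of uninjured cells (4 cells, 95% interval 0.256–2.39%), 3.96% at 7 dpi (18 cells, 2.37–6.19%) and 4.76% at 60 dpi (45 cells, 3.49–6.32%). No cluster of this clustering was named monocyte/macrophage-like or granulocyte-like. A count of 0 cells allows a share of up to 0.704% in the uninjured library, 0.661% at 7 dpi and 0.317% at 60 dpi, as a limit on cells given the name and not on cells of the type, because the cluster led by Lyz2 and Lgals3 with Ngp held markers of both types and was left without a name. Its cells numbered 9 uninjured, 23 at 7 dpi and 35 at 60 dpi. Without integration 1, 12 and 9 cells were granulocyte-like.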

Peripheral myeloid and NK-/T cells were present at all timepoints post-SCI, ranging from 2 to 10% for monocytes/macrophages, 0–4% for granulocytes, and 1–5% for NK-/T cells. Collectively, this analysis revealed substantial alterations in immune cell populations isolated within the acutely and chronically injured spinal cord, particularly in microglia and B cells.

Microglia and B cells were distributed across multiple clusters, implicating different cell activation states or subtypes[30]. Analysis of the proportion of microglia (Fig. 3C) and B cells (Fig. 3D) by their respective clusters showed time-specific changes warranting further analysis.

### Uninjured spinal cord microglia are primed to respond to injury

SCI induces robust inflammation and greater scar formation than a similar magnitude brain injury [49, 50]. Microglia are hypothesized to be involved, as microglia–astrocyte interactions drive glial scar formation [51, 52]. To identify potential functional differences between brain and spinal cord microglia, we compared our uninjured spinal cord microglial transcriptomes with previously published brain microglia transcriptomes [41]. Once the data sets were integrated, we performed DE analysis in Seurat. The resulting gene lists were then evaluated via gene set enrichment analysis, against GO categories, to determine enriched pathways within and across data sets. This identified several distinct gene expression profiles and GO pathway enrichments for microglia in each tissue (Fig. 4A, Additional file 5). Brain microglia were enriched for functions related to RNA processing, including translation, protein synthesis and protein processing. In contrast, spinal cord microglia were enriched for processes involved in peripheral immune cell recruitment and oxidative stress-related processes, such as "PERK-mediated unfolded protein response" and nitric oxide biosynthetic and metabolic processes. This analysis suggests that the brain and spinal cord microglia differ at rest, though more empirical evidence should confirm these identifications.

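The genes listed under these terms were read in the microglia-like cells of the 3 libraries, while the brain cells were not analysed here. Of the 4 genes listed under the term PERK-mediated unfolded protein response, 3 had their highest CPM in uninjured cells, 1 at 7 dpi and 0 at 60 dpi. The term response to unfolded protein had 9 genes, of which 8 were highest in uninjured cells. Of the 6 genes under positive regulation of nitric oxide biosynthetic process, 4 were highest in uninjured cells and 4 were lowest at 60 dpi. The 5 genes of regulation of natural killer cell chemotaxis were divided, with 2 highest in uninjured cells, 2 at 7 dpi and 1 at 60 dpi.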

**Fig. 4:**
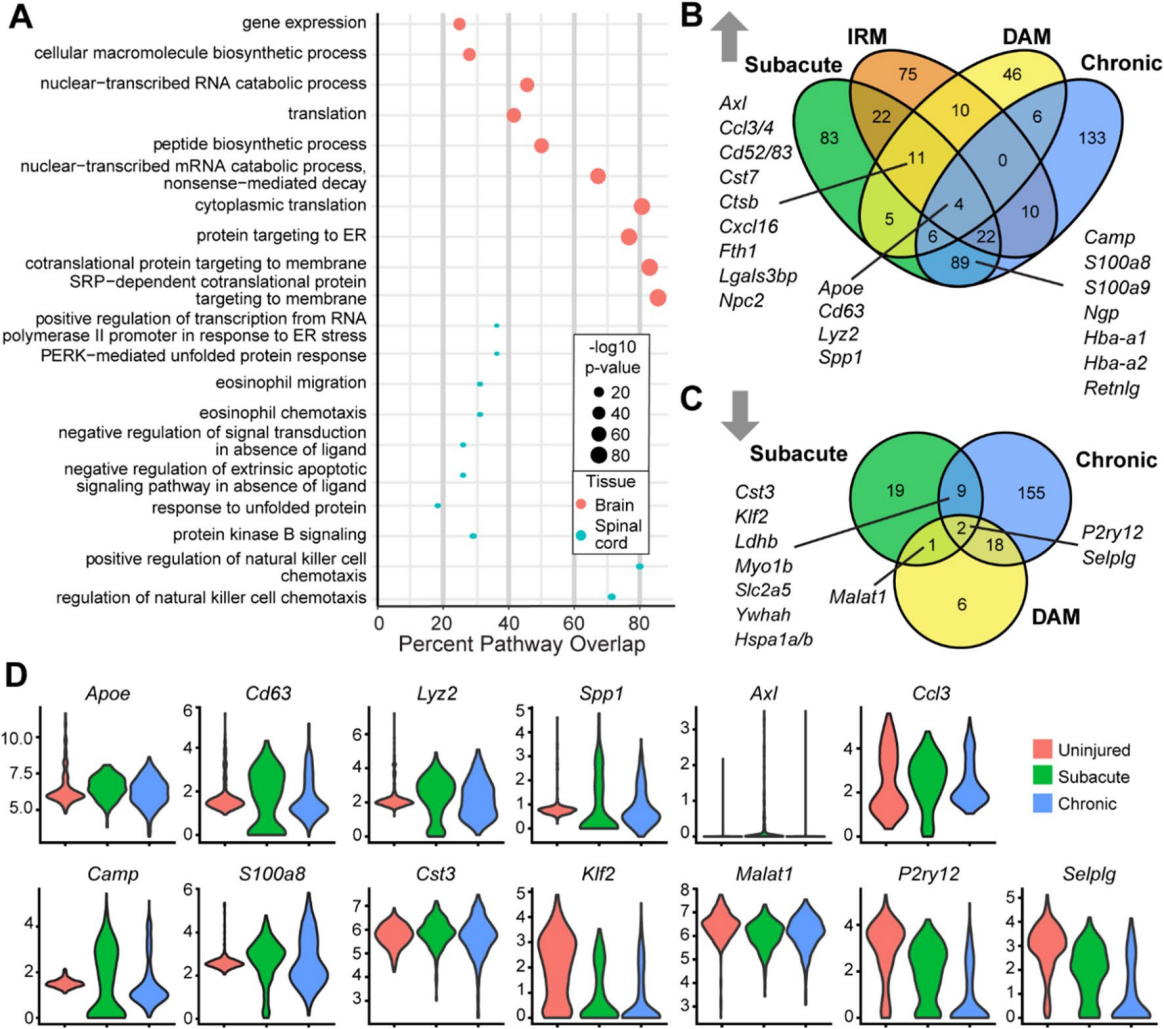
Comparison of uninjured and injured SCI microglia to uninjured, injured, and diseased brain microglia. **A** GO pathway enrichment in uninjured spinal cord and brain microglia [41] using significantly DE genes, represented as a dot plot (See Additional file 5 for additional enrichments). The x axis is the percentage of genes represented in the pathway which overlapped with enriched genes. **B** Venn diagram of genes significantly upregulated in the subacute and chronic phases of SCI versus Injury Response Microglia (IRM [41]) and Disease-Associated Microglia (DAM) [53] (See Additional file 6 for lists of up and down regulated genes following SCI.) **C** Venn diagram of genes significantly downregulated in subacute and chronic SCI versus DAM. **D** Violin plots of select significantly altered genes overlapping across injury states in our SCI data

### Spinal cord and brain microglia respond differently to injury

Similarities between spinal cord microglia and disease associated microglia (DAM) [4] have recently been identified. Activated brain and spinal cord microglia were compared using up- (Fig. 4B) and down- (Fig. 4C) regulated microglial genes in subacute and chronic SCI to those previously identified in brain injury and disease. For brain microglia, we used signature genes previously established for DAM from Alzheimer’s Disease (AD) model mouse brains [53], and injury responsive microglia (IRM [41]), generated by injection of lysolecithin into brain white matter. DAM were collected from 6-month-old 5XFAD mice, which are on a C57/BL6-SJL background, and IRM were isolated from 100-day-old C57/BL6-JL mice 7 days following lysolecithin injection. Both studies were performed using droplet-based approaches. For down-regulated genes, the comparison was restricted to SCI-microglia and DAM, because downregulated IRM genes were not available for analysis.

Tissue- and temporal-specific changes in gene expression were identified for spinal cord and brain microglia in response to injury (Fig. 4B, C). Six overlapping genes were identified across all conditions. 

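In microglia-like cells Apoe, a protein-coding gene on chromosome 7 (19696109 to 19699188), stood at 2134 CPM in the uninjured library (95% interval 2124–2143), 95519 at 7 dpi and 55178 at 60 dpi. Its log2 ratios against uninjured were 5.48 and 4.69, and 54.5% of its uninjured reads came from 1 cell. The interval takes reads as independent, so it does not measure the spread over cells. Log-normalization in place of SCTransform moved the 7 dpi ratio most, to 6.62. Cd63 on chromosome 10 (128900989 to 128912822) rose from 188 CPM to 1088 and 609.8, log2 ratios of 2.53 and 1.69. Spp1 on chromosome 5 (104435118 to 104441050) had log2 ratios of 2.74 and 3.01. Lyz2 on chromosome 10 (117277331 to 117282321), which is also a marker of myeloid cells, had log2 ratios of 0.62 and 1.12. P2ry12 on chromosome 3 (59216272 to 59262871) was lower after injury, at 3063, 1193 and 1016 CPM, and its log2 ratios were -1.36 and -1.59. Selplg on chromosome 5 (113818536 to 113832644) had log2 ratios of -1.32 and -1.38. P2ry12 and Selplg are among the markers that named these cells. The direction of all 6 genes at 7 dpi and at 60 dpi was kept in every alternative tried.

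**Figure D2:**
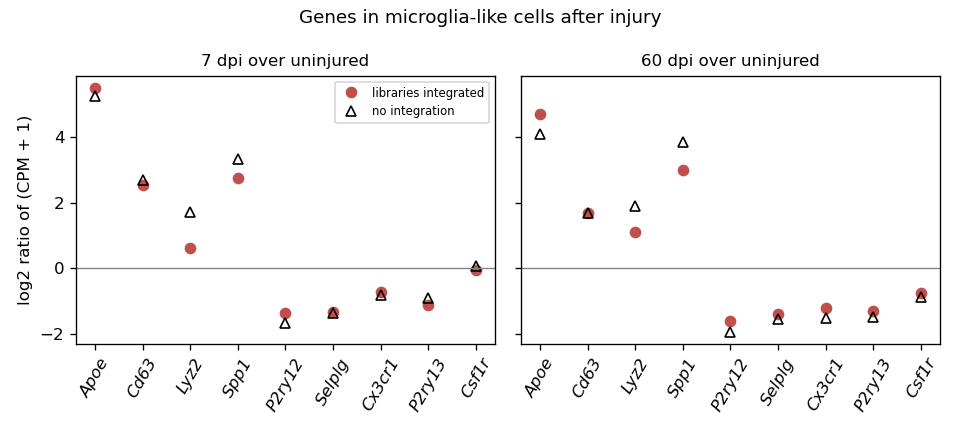
Log2 ratio of CPM plus 1 in microglia-like cells (y axis) for 9 genes (x axis), at 7 dpi over uninjured (left) and at 60 dpi over uninjured (right). Filled circles are cells of the integrated clusters and open triangles cells of the clusters without integration, 1 library per condition, and Apoe, Cd63, Lyz2 and Spp1 lie above 0 and P2ry12, Selplg, Cx3cr1 and P2ry13 below it in both panels.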

SCI–microglia shared four upregulated genes with DAM and IRM, *Apoe, Cd63*, *Lyz2*, and *Spp1* (Fig. 4D), and two downregulated genes with DAM, the canonical microglia markers [41, 53, 54] *P2ry12* and *Selplg* (Fig. 4D). Temporal evaluation post-SCI identified eleven upregulated genes in acute SCI shared with DAMs and IRMs. These genes were related to metabolism (*Cst7*, *Ctsb*, *Npc2*, and *Fth1*a), and cell migration/adhesion (*Ccl3*, *Ccl4*, *Cxcl16*, *Cd63, Lgals3bp* and *Axl*). They also shared one downregulated genes with DAM, *Malat1*. 

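In microglia-like cells at 7 dpi Cst7 rose from 0 to 60.0 CPM. Log2 ratios of 7 dpi over uninjured were 0.82 for Ctsb, 0.83 for Npc2, 0.97 for Fth1, 1.54 for Cxcl16 and 1.83 for Lgals3bp. Ccl3 stood at 2247 CPM uninjured and 2642 at 7 dpi, a log2 ratio of 0.23, and Ccl4 had a log2 ratio of 0.82. Axl rose from 15.5 to 99.0 CPM, a log2 ratio of 2.60. All of these ratios stayed above 0 in every alternative tried.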

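In microglia-like cells Malat1, a long noncoding RNA gene on chromosome 19 (5795690 to 5802672), had a log2 ratio of -0.55 at 7 dpi over uninjured and -0.27 at 60 dpi, with 69480.3 CPM in uninjured cells. Both ratios stayed below 0 in every alternative tried.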

A subset of the common genes is shown in Fig. 4D. The DAM and IRM microglia genes overlapping with acute SCI included *Axl*, a gene upregulated in brain microglia in almost all disease states [55]. 

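At 60 dpi microglia-like cells had log2 ratios over uninjured of -1.22 for Cx3cr1, -1.28 for P2ry13 and -0.74 for Csf1r, all 3 of them markers that named the cells, and each stayed below 0 in every alternative tried. CPM of Csf1r was 1917 in uninjured cells, 1849 at 7 dpi and 1149 at 60 dpi. Of the genes higher at 7 dpi, Axl stood at 116 CPM at 60 dpi, a log2 ratio of 2.82, which became -0.74 (Axl, microglia-like, 60 dpi over uninjured) when a cell kept its class only where its own markers gave the same class, a choice made after seeing the data. Ccl3 was below its uninjured level, with a log2 ratio of -1.17. Reads of B cell genes were also found in these cells, with Cd79b at 8.78 CPM in uninjured cells and 464 at 60 dpi.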

Chronic SCI–microglia had no upregulated genes in common with DAM and IRM, but eighteen downregulated genes were shared with DAM, including canonical microglia genes *Cx3cr1*, *P2ry13*, and *Csfr1*. This indicated that while some SCI–microglia transcriptional responses resemble those in the injured brain [4], most were unique to SCI microglia isolated in our study. This could contribute to altered injury magnitudes between different CNS sites, which should be tested empirically.

### Chronic response of B cells following SCI

The composition of B cells present after SCI, their functional profile, and the mechanisms leading to their accumulation are not yet known. The prevalence of B cells in our data set—25% of the total CD45^+^ cells across timepoints and 43% of cells isolated at 60 dpi—indicated roles for B cells in spinal cord pathophysiology beyond those currently described [22, 56].

First, we examined mouse spinal cord sections by immunohistochemistry for B220, a general marker of B cells. These sections came from the B57/BL6 strain, treated with a moderate thoracic contusion using the Infinite Horizon Impactor (for more details, see methods) [44]. B220^+^ cells were found clustered in large discrete foci within the spinal cord at 42 dpi, (Fig. 5A-A’’). B cells were found in the spinal cord at 3 dpi; however, they were present as individual cells, and no clusters were evident. Quantification of the number and area of clusters showed they formed between 3 and 28 dpi (Fig. 5B) and increased in size between 28 and 42 dpi (Fig. 5C, Additional file 7A, B). Similar accumulation of B cells with time post-SCI has been reported and hypothesized to contain of a mixed cell population [22, 56].

**Fig. 5:**
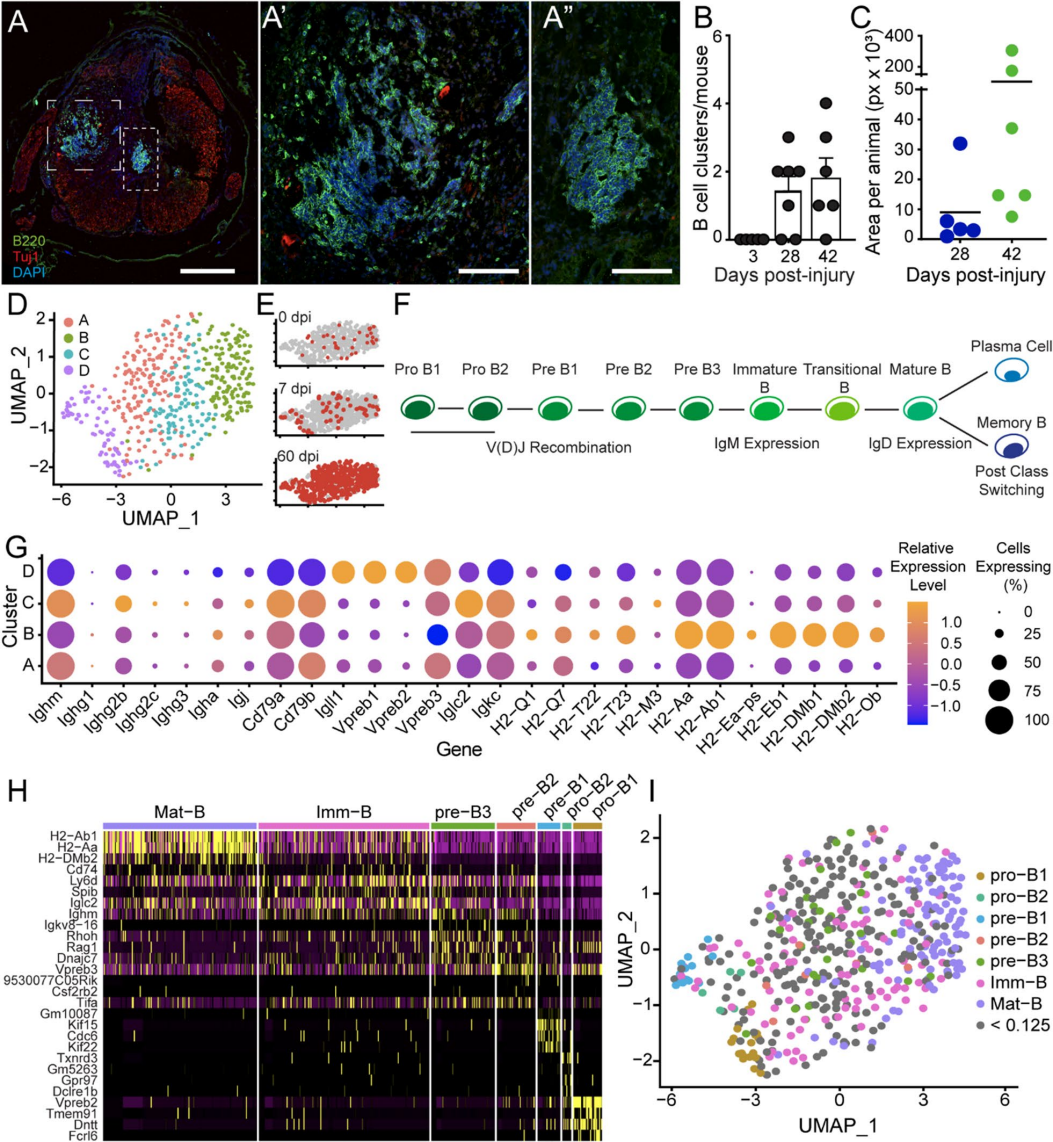
B cells increase in prevalence over time following SCI and contain multiple subtypes. **A** Immunohistochemical staining of B cells in spinal cord tissue 42 dpi, stained with B220 (Green), Tuj1 (Red), and DAPI (Blue). Large and small dashed boxes indicate the regions shown in high power in **A**’ and **A**,” respectively. Scale bars: **A** 500 μm, **A’** and **A”** 100 μm. **B** Quantification of number of clusters identified in SCI animals over time following injury. Each dot represents an individual animal. Error bars represent SD. **C** Quantification of the area of clusters per section, represented in pixels. **D** Isolated and re-clustered UMAP of clusters 2, 3, and 7 identifies four subclusters of B cells. **E** UMAP plot highlighting cells isolated from each timepoint, top is 0 dpi, middle is 7 dpi, and bottom is 60 dpi, demonstrating most B cells were isolated at 60 dpi. **F** Dot plot demonstrating relative abundance and expression of the Ig class detected, of selected markers of early B cells, and selected MHC-I and MHC-II genes. **G** Schematic showing the developmental lineage of B cells including important events along their development. **H** Heatmap of re-clustered data, and genes identifying them as a subtype identified by Jensen [57]. **I** UMAP of B cell clusters, with cells identified by developmental stage

To profile the B cells further, a secondary cluster analysis was performed using the three original clusters (Clusters 2, 3, 7). Four distinct sub-clusters, denoted A–D, were delineated (Fig. 5D; Additional file 8; heatmap of top DE genes in the clusters)—including one, Cluster D, which emerged post-SCI (cf., Fig. 5D, E). B cell development involves progression from Pro-B1 cells through Mature B, which are activated to either produce antibodies (Plasma cells) or act as antigen presenting cells (APCs) (Fig. 5F). To establish the activation and maturation states of cells present, several analyses were performed.

Expression of components of the B cell receptor (BCR) were examined to identify maturation state and whether any B cells were acting as APCs. Components analyzed included immunoglobulin heavy (Igh) and light chains (Igl, Igk), signaling components Ig-a (Cd79a) and Ig-b (Cd79b), Ig subclass type (i.e., IgM, IgD, IgG, IgA, IgE), and expression of MHC-I and MHC-II (Fig. 5G). Cluster D, which appeared after SCI, had the most immature BCR. It contained cells expressing Igl components and enzymes needed for heavy chain V(D)J recombination, typically found in pro/pre B cells. 

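B-like cells were not clustered again here, and the 3 B-like clusters of the whole data set were compared. Igll1, on chromosome 16 (16860671 to 16863985), stood at 5204 CPM in the early B-like cluster, against 83.3 in the largest B-like cluster and 12.5 in the cluster led by H2-Ab1. Vpreb1 had 4695, 64.2 and 11.7 CPM in the same order. Dntt had a read in 61.1% of the early B-like cells (95% interval 46.9–74.1%), 3.11% of the largest cluster and 3.40% of the other cluster. Rag1 had a read in 50%, 20.3% and 4.08% of these cells, and Rag2 in 20.4%, 3.11% and 0.680%. All 5 genes are on the list of 7 early B cell markers, of which 4 were among the 20 genes that named this cluster.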

Cluster A cells expressed intermediate levels of genes suggesting development of BCR expression. 

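Over all 3 libraries Ighm stood at 1981 CPM in the largest B-like cluster, 1982 in the cluster led by H2-Ab1 and 1221 in the early B-like cluster. These sums mix libraries of unlike content, as most uninjured cells of the largest cluster had microglia markers. At 60 dpi alone the values were 3579, 2271 and 1319.9 CPM. Over all 3 libraries Ighg2b had 144, 95.9 and 179 CPM in the same order, with a read in 25.1% (95% interval 20.7–30.0%), 27.2% and 44.4% of cells, and at 60 dpi alone 367, 179 and 271 CPM. Without integration Ighg2b stood at 1419 CPM in the largest B-like cluster and Ighm at 3632 CPM.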

Cluster C cells expressed high levels of IgM and IgG2b indicative of activated B cells post-class switching. 

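The MHC-II genes H2-Aa, H2-Ab1 and H2-Eb1 stood at 6790.0, 10772 and 1657 CPM in 1 B-like cluster. In the largest B-like cluster the values were 314, 460.5 and 79.8 CPM, and in the early B-like cluster 265, 348 and 46.1 CPM. Cd74 had a read in 91.8% (95% interval 86.2–95.7%), 29.1% and 16.7% of these cells. These genes were among the B cell markers used to name clusters.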

Cluster B cells expressed MHC-II components found in APCs. These results indicate the presence of B cells in multiple states of development and activation.

To identify their developmental state more precisely, our B cell data were compared to bulk RNA sequencing data from defined B cell linage states[57] made into a reference in SingleR[36]. This analysis identified different B cell developmental stages from Pro-B1 cells through Mature B cells (Fig. 5H). UMAP plotting of B cell identities showed Cluster D contained pro-B1, pro-B2, and pre-B1 cells, Cluster A was a mixture of pre-B2, pre-B3 and immature B cells, Cluster C included both immature and mature B cells and Cluster B was comprised of mature B cells (Fig. 5I). Thus, a range of the B cell lineage existed within the spinal cord (Fig. 5H, I), including a population of pro/pre-B cells that emerges after SCI.

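Early B-like cells were 1 of the 122 uninjured B-like cells, or 0.820% (95% interval 0.0208–4.48%), 9 at 7 dpi, or 14.1% (6.64–25.0%), and 44 at 60 dpi, or 11.7% (8.63–15.4%). Most of the uninjured B-like cells had microglia markers and fewer had B cell markers, so this denominator is unlike that at 60 dpi. Without integration early B-like cells were 1 of 32 uninjured B-like cells, or 3.12% (0.0791–16.2%), 18% at 7 dpi and 8.79% (6.55–11.5%) at 60 dpi. Without regression of the cell cycle 12.6% of the uninjured B-like cells were early B-like, but of these 17 cells 88.2% had at least 3 microglia markers and 11.8% at least 3 B cell markers. The share was 12.5% with each cell named by its own markers. With cells that had markers of 2 classes left out, no cluster was early B-like. From the labels given to the B cells by reference data and from the appearance of cells with early B cell genes after injury, the paper concludes that a range of the B cell lineage exists in the spinal cord, with pro/pre-B cells emerging after SCI.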

Localization of pre-B cells to the spinal cord meninges was recently reported [42]. Comparison of our B cells with those isolated from the meninges of SCI and SOD1 mice [42], a model of amyotrophic lateral sclerosis (ALS), showed the B cells we isolated from the spinal cord were most similar to those found in the meninges under inflammatory conditions (Additional file 3A,B). This demonstrated immature B cells are not restricted to the meninges after SCI. Understanding the functions of the B cells within the spinal cord and factors driving their entry could lead to new interventions to counteract B cell-mediated spinal cord pathology [22, 56].

### Immune cell pathway responses after spinal cord injury

SCI induces complex immune-mediated changes [58]. Using our scRNA-seq data set, functional analysis of the GO biological pathways and semantic similarity measurements were used to identify shared or divergent pathways across time in response to injury (Top 10 terms, Fig. 6A, B; complete data set, Additional file 9). We focused our analysis on the cell-type specific functional enrichments occurring in response to SCI for microglia and B cells. The functions of other immune cells are included in Additional file 10. Top enrichments unique for each cell type and timepoint analyzed indicates specific, evolving roles of the various immune cells after SCI.

**Fig. 6:**
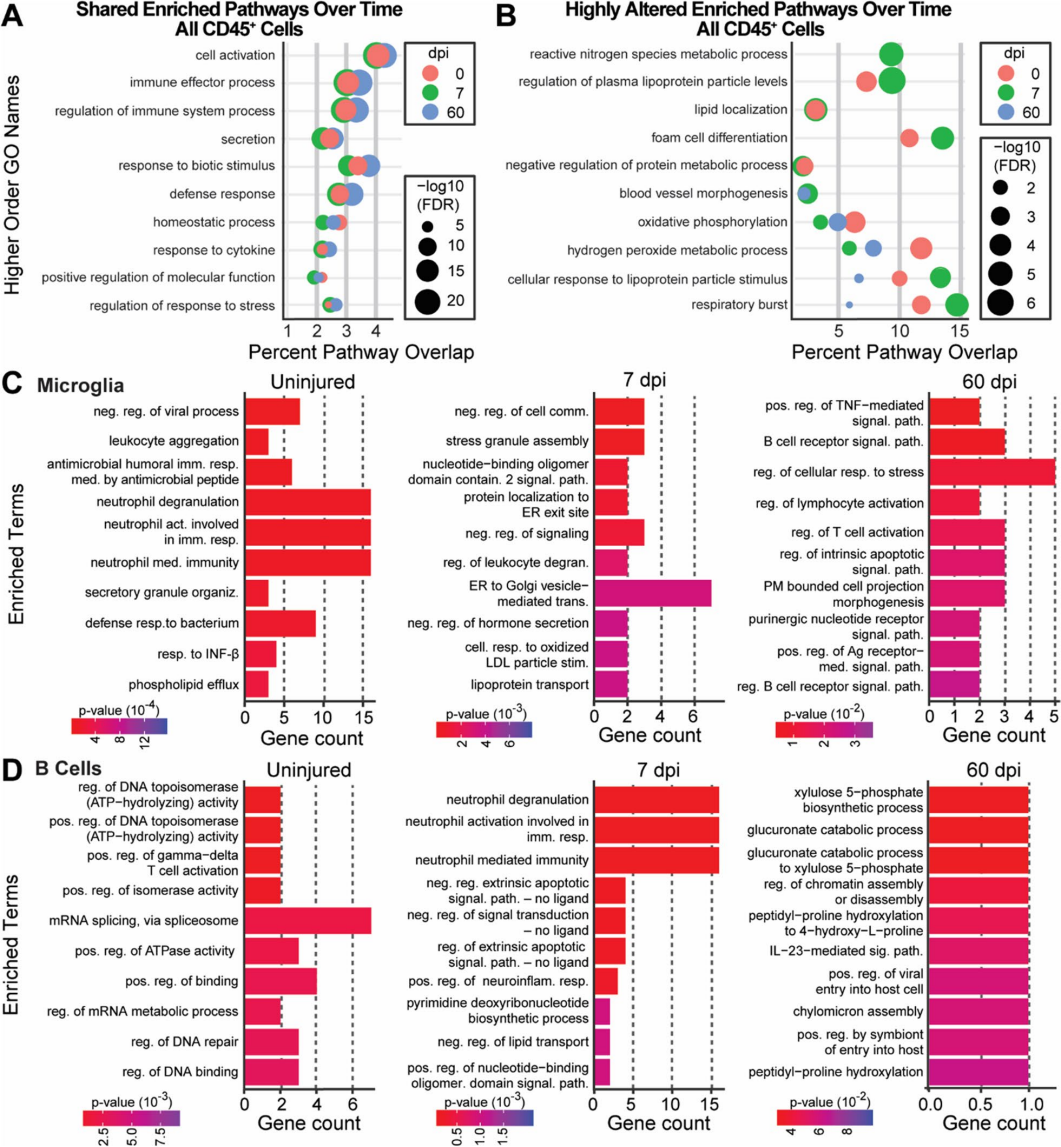
Identification of major pathways associated with timepoint and cell identity. **A**, **B** Per timepoint, the Wilcoxon rank sum test was used on all cells isolated, followed by GO enrichment using the hypeR package. Semantic similarities of enriched GO terms were generated using rrvgo package [90], producing new categories displayed as a dot plot. The size of the dot indicates the False Discovery Rate (FDR) for the enriched category, and the x axis indicates the percentage of genes overlapping that pathway (See also Additional file 9 for enrichments). **A** Enriched pathways with minimal change between timepoints. **B** Enriched pathways either changed with time or were not represented at all timepoints. **C**, **D** Wilcoxon rank sum test was used for microglia (**C**), or B cells (**D)** at each timepoint, followed by GO enrichment using the EnrichR package and the “GO Biological Pathway 2021 library” to generate bar plots of significantly enriched pathways at each timepoint for the individual cell types (See Additional file 11 for additional enrichments not included in bar charts).

Microglia are among the first cells to respond to injury, and have complex interactions with axons, glia and immune cells [25]. Our assessment showed that microglia in the uninjured, subacute–SCI, and chronic–SCI spinal cord had distinctly different gene expression across timepoints. 

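Among the 1379 genes compared in microglia-like cells at 7 dpi over uninjured, the largest log2 ratios were 9.29 for Camp, 7.42 for Hba-a2, 7.29 for Hba-a1, 7.16 for Ltf and 7.03 for Retnlg, which are granulocyte and hemoglobin genes. The lowest were -10.38 for Xist, -4.34 for Hsph1, -3.43 for Hspa1b, -3.02 for Hspa1a and -2.80 for Igkc. At 60 dpi over uninjured, 1478 genes were compared. The largest log2 ratios there were 8.32 for Ighg2b, 7.94 for Ly6d, 7.90 for Chchd10, 7.74 for Camp and 7.53 for Vpreb3, and the lowest -2.96 for Arhgef40, -2.94 for Dip2b, -2.43 for Nav2, -2.42 for Col27a1 and -2.38 for Il1a. Camp had a read in 72.6% of microglia-like cells at 7 dpi and in 61.1% of NK/T-like cells, whose median depths were 615679.5 and 811940.5 reads. Of the 608 genes that Additional file 6 lists at 7 dpi with an adjusted p under 0.05 and that the table holds, 579 changed in the listed direction here, between 567 and 601 under the alternatives. At 60 dpi 1106 of 1159 did, between 986 and 1157 under the alternatives. The paper made that list from these same cells.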

The gene expression changes were suggestive of altered interactions between microglia and other immune cells (Fig. 6C). 

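The genes that Additional file 11 lists for uninjured microglia were read in the microglia-like cells of each library. Of the 7 genes under negative regulation of viral process, 7 had their lowest CPM in uninjured cells and 5 their highest at 60 dpi. Of the 3 genes under leukocyte aggregation, 2 were lowest in uninjured cells. Of the 16 genes under neutrophil degranulation, 14 were lowest and 1 was highest in uninjured cells, and the terms neutrophil activation involved in immune response and neutrophil mediated immunity gave the same counts. The paper's adjusted p from its Enrichr test is 0.0214 for the viral term and 0.0341 for the leukocyte and neutrophil terms.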

Uninjured microglia were enriched for terms reflective of a role in immune surveillance and interactions with neutrophils and other leukocytes; terms identified included “negative regulation of viral process,” “leukocyte aggregation,” and several associated with neutrophil biology. In subacute–SCI, microglia were enriched for pathways related to peripheral immune cell infiltration and stress responses including “regulation of leukocyte degranulation,” “negative regulation of cell communication,” “stress granule assembly,” and “lipoprotein transport.” 

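In microglia-like cells 1 of the 2 genes listed under regulation of leukocyte degranulation and 2 of the 3 under negative regulation of cell communication had their highest CPM at 7 dpi. The counts were 1 of 3 for stress granule assembly and 1 of 2 for lipoprotein transport. The paper's adjusted p for these terms is 0.466 in Additional file 11.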

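Of the genes listed for chronic microglia, 2 of 2 under regulation of lymphocyte activation had their highest CPM at 60 dpi in microglia-like cells. The counts were 2 of 3 for the B cell receptor signaling pathway, 1 of 2 for its regulation and 2 of 3 for regulation of T cell activation. For these terms the paper's adjusted p is 0.614. B cell genes were also read in T-like cells at 60 dpi, where Ighm had a read in 64.5% of cells at a median depth of 383053 reads, against 84.7% of microglia-like cells at 209989.5 reads.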

In chronic–SCI, pathways linked to microglia–lymphocyte interactions predominated including “regulation of lymphocyte activation,” “B cell receptor signaling pathway,” “regulation of B cell receptor signaling pathway,” and “regulation of T cell activation.” Identification of terms in microglia related to their interactions with neutrophils and leukocytes aligns with their role as immune mediators between the CNS and periphery; currently, little is known about these interactions in the context of SCI. Detecting chronic microglia–lymphocyte interactions was particularly notable as it suggested a role for microglia in chronic B cell accumulation. Future work should further examine these results to confirm their involvement.

Unlike microglia, limited functions have been ascribed to B cells in the context of SCI [22, 56]. 

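In B-like cells at 7 dpi over uninjured, 2008 genes were compared, and the lowest log2 ratios were -9.52 for Xist, -6.33 for Hspa1b, -6.01 for Sgce, -5.67 for 0610040J01Rik and -4.67 for Gm25360. Without integration these were -8.68, -3.52, -2.50, -0.65 and 0.71 in the same order. The cells compared are unlike, since 84.4% of the B-like cells at 7 dpi had at least 3 B cell markers above 100 CPM, far more than in the uninjured library. At 60 dpi, with 2082 genes compared, the largest were 8.27 for Ighg2b, 7.08 for Camp, 6.64 for Myb, 6.28 for Ngp and 6.19 for S100a9. Among the lowest were -6.14 for Hspa1b, -5.90 for Zfhx3 and -5.86 for Gpr34. Without integration Hspa1b had a log2 ratio of -1.93, Zfhx3 of 0.73 and Gpr34 of -1.18.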

Our transcriptional analysis of B cells (Fig. 6D) indicated diverse roles related to antibody refinement and interactions with other immune cells. Uninjured spinal cord B cells were enriched for functions related to DNA and RNA modifications suggestive of antibody refinement, such as “regulation of DNA binding,” “regulation of DNA repair,” “regulation of DNA topoisomerase activity,” “positive regulation of isomerase activity,” and “mRNA splicing, via spliceosome.” Subacute SCI-B cells were enriched for multiple pathways regulating neutrophils, including “neutrophil degranulation,” “neutrophil activation involved in immune response,” and “neutrophil mediated immunity,” while chronic SCI-B cells were enriched for “interleukin-23 mediated signaling pathway” and several metabolism pathways. 

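At 7 dpi the largest log2 ratios in B-like cells were 8.61 for S100a9, 8.22 for Ngp, 8.13 for Camp, 7.43 for Hba-a2 and 7.31 for Hba-a1. Granulocyte genes had reads in many cells of every class, with S100a8 in 96.9% of B-like cells and 100% of NK/T-like cells, whose median depths were 949666 and 811940 reads. In the uninjured library S100a8 had a read in 16.4% of B-like cells. Il23a had 2 reads in all B-like cells at 60 dpi and 0 at 7 dpi. The genes behind the paper's interleukin-23 term are not given here, so reads of Il23a alone do not bear on that enrichment.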

IL-23 signaling coordinates germinal center class-switching and promotes germinal B cell centers [59, 60]. Interestingly, both neutrophils and astrocytic-expression of IL-23 are linked to B cell accumulation and pathology in the experimental autoimmune encephalomyelitis (EAE) model of multiple sclerosis [60].

### Interactions between microglia and B cells in the spinal cord

To identify potential cell–cell interactions between immune cells, we applied the publicly available repository of curated receptors, ligands and their interactions, CellPhoneDB [61], to our data set. As we were interested in identifying potential mechanisms contributing to the accumulation of B cells within the chronic SCI to test in future studies, and microglia were by far the majority of cells in our data set, we focused on investigating microglia-B cells interactions; additional interactions are shown in Additional file 12.

In total, 25 putative ligand–receptor interactions were identified between B cells and microglia (Fig. 7A–D). CellPhoneDB pairings are directional: 11 microglia-B cell (M–B) and 14 B cell–microglia (B–M) interactions were found. The number of predicted M–B/B–M pairings decreased with injury progression: 14, 12, and 9, were identified for uninjured, 7 dpi, and 60 dpi spinal cords, respectively. 

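CellPhoneDB was not run here. The 25 pairs that Additional file 14 lists between microglia and B cells were read instead, and a partner was called detected where at least 10% of the cells of its class had a read after thinning. Both partners were detected for 8 pairs in the uninjured library, 12 at 7 dpi and 11 at 60 dpi. Of these, 5, 5 and 6 are listed by the paper for that condition. Without thinning the counts were 14, 19 and 15.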

Examination of the identified receptor–ligand pairings predicts a subset with roles in microglial survival, immune cell infiltration, and neuroprotection warranting further investigation.

**Fig. 7:**
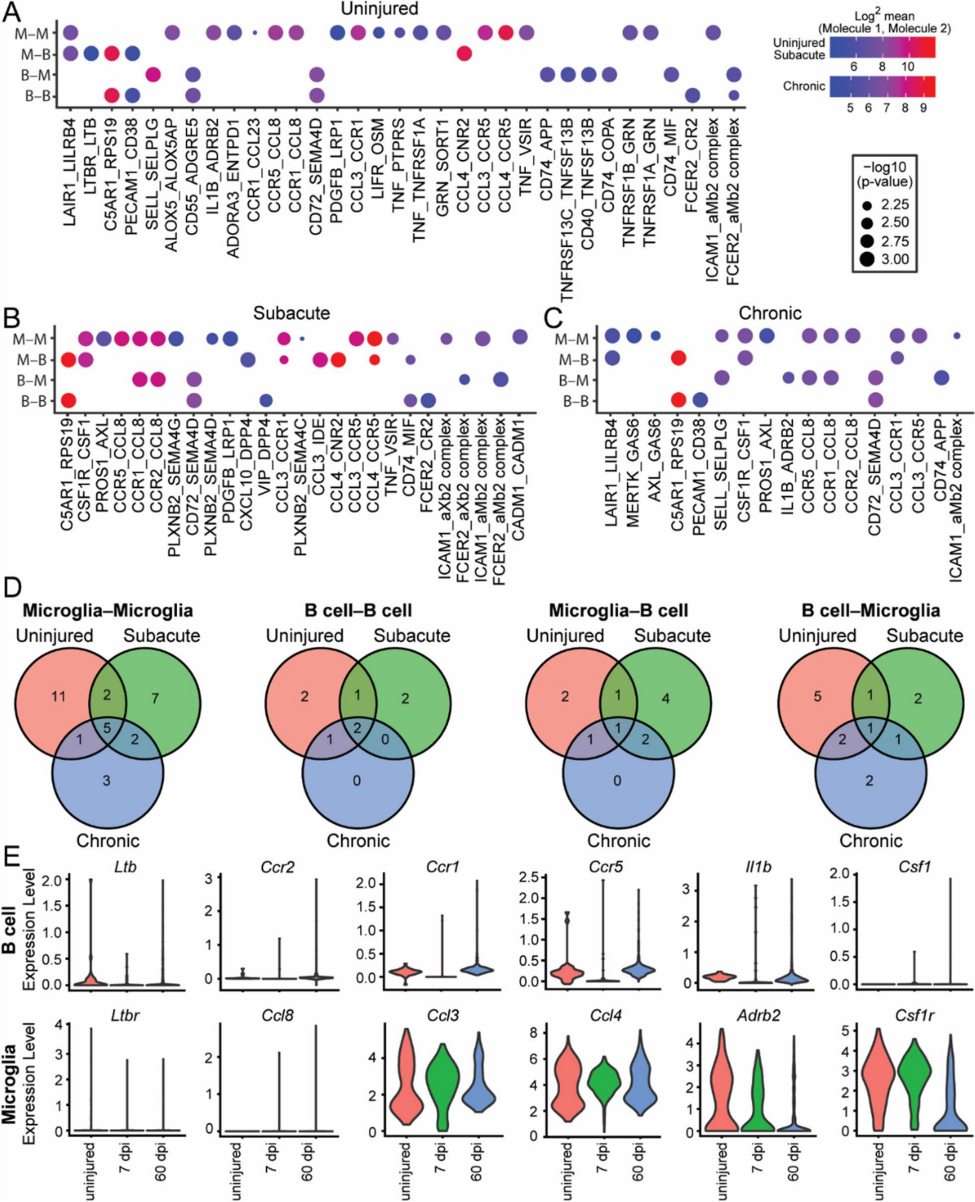
Cell–cell interactions between microglia and B cells in the injured spinal cord. **A**–**C** Microglia (clusters 0, 1 ,5 ,9) and B cell (clusters 2, 3 and 7) gene expression was analyzed at each timepoint [(**A**) uninjured, (**B**) subacute, (**C**) chronic] using CellPhoneDB [61] to determine genes involved in cell–cell interactions, shown as a dot plot. **D** Summary of the number of interactions within and across cell types and how they change over time using Venn Diagrams (See Additional file 14 for lists of these pairings). **E** Violin plots of selected genes discussed in text, and their expression in B cells or microglia

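Ltb had a read in 4.92% of uninjured B-like cells (95% interval 1.83–10.4%) and in 21.7% of T-like cells, with median depths of 829016 and 910473 reads. Most uninjured B-like cells had microglia markers and fewer had B cell markers, so the share with Ltb is not that of B cells alone. Ltbr had a read in 5.59% of uninjured microglia-like cells (2.45–10.7%) and in 0 of 23 T-like cells, which allows up to 13.0%. Microglia-like cells had a median depth of 425535 reads.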

In line with functional identification of “negative regulation of viral process” in microglia from the uninjured spinal cord (Fig. 6C), one of the seven unique potential B-M/M-B interactions in uninjured spinal cord was the M–B interaction of lymphotoxin B receptor (*Ltbr*), and *Ltb* (Fig. 7A). In the lymph node, LTB–LTBR signaling between B cells and macrophages maintains macrophage responsivity to viral infections [62], and microglial LTBR has roles in de- and remyelination [63]. After SCI, 11 unique predicted interactions between microglia and B cells (M–B/B–M) were found (Fig. 7D) and notably, most were prevalent in subacute SCI (subacute, *n* = 6; chronic, *n* = 2; subacute and chronic, *n* = 3).

More than half of the interactions identified involved chemokines, potent attractants for peripheral immune cells to injury sites [23, 64]. Microglia expression of the chemokines C–C and C-X-C motif ligands (Ccl, Cxcl) *Ccl3*, *Ccl4*, *Ccl8* and *Cxcl10* comprised seven of the B–M/M–B interactions identified. In subacute SCI, interactions were found between microglia-expressing *Ccl8* and B cells expressing C–C motif chemokine receptors (Ccr) *Ccr1* or *Ccr2*, and between microglia-expressing *Ccl3* or *Ccl4* and B cells expressing *Ccr1* or *Ccr5* (Fig. 7B). 

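In microglia-like cells at 7 dpi Ccl8, on chromosome 11 (82115185 to 82116799), had 419 reads before thinning, found in 5 of 208 cells, and after thinning a read in 4 of 208 cells (1.92%, 95% interval 0.526–4.85%). Ccl3 had a read in 98.6% of microglia-like cells, and in 10 of 10 T-like cells. Their median depths were 615679.5 and 1102356 reads. In B-like cells, Ccr1 stood at 23.0 CPM with a read in 7.81% of cells, and Ccr2 at 14.2 CPM with a read in 4.69%.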

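Ccr1, on chromosome 9 (123962124 to 123968692), fell in B-like cells from 114 CPM uninjured to 0.752 at 60 dpi. Most of the uninjured B-like cells had microglia markers, so these groups are unlike in content. Without integration it rose, from 0.126 to 8.89 CPM. At 60 dpi Ccr1 had a read in 4.07% of B-like cells (95% interval 2.29–6.62%) and 7.89% of T-like cells, at median depths of 311058 and 383053 reads. Ccl3 had a read in 72.0% of microglia-like cells at 60 dpi.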

In chronic SCI, the putative interactions for *Ccl3*- and *Ccl8*-expressing microglia and *Ccr1*- and *Ccr5*-expressing B cells persisted, and *Ccr1*- and *Ccr5* expression in B cells was augmented (Fig. 7E). *Ccl4* interactions were not observed in chronic SCI, but a new chemokine–receptor interaction emerged between *Ccl8*-expressing microglia and *Ccr5*-expressing B cells. 

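At 60 dpi Ccl8 had no read in 157 microglia-like cells after thinning, which allows up to 1.91%, and no read in any microglia-like cell before thinning. Ccl4 stood at 3603 CPM in microglia-like cells at 60 dpi, against 6286 in uninjured cells and 11070.4 at 7 dpi, and had a read in 87.3% of them. In T-like cells it had a read in 64.5%.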

The functional effects of these chemokines on microglia-B cell interactions after SCI remains to established. However, CCL8 is linked to leukocyte chemotaxis in other inflammatory conditions [65–67], and SCI-*Ccl3*-/- mice recruit fewer immune cells to the injury site [68], indicating microglia might attract B cells via CCL8 production; this and other B–M/M–B interactions will be worthwhile investigating in functional studies.

Interestingly, of B cell-related pathways in chronic microglia (Fig. 6C), only two of the identified potential interactions were unique to chronic SCI. One was *Ccr5*–*Ccl8*, discussed above, the other was an interaction between *Il1b* in B cells and *Adrb2* (adrenergic receptor β2) in microglia (Fig. 7C). 

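Il1b had a read in 0.820% of uninjured B-like cells, 18.8% at 7 dpi (95% interval 10.1–30.5%) and 11.4% at 60 dpi (8.33–15.1%), where 10.5% of T-like cells (4.66–19.7%) also had one. The uninjured share is of cells most of which had microglia markers. The median depth at 60 dpi was 311058 reads in B-like cells and 383053 in T-like cells.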

In dendritic cells, *Adrb2* activation promotes production of anti-inflammatory lymphocytes [69], and in microglia it is neuroprotective [70–72]. One possibility is that chronic SCI microglia, rather than instructing B cells to invade or cluster as predicted to occur in subacute stages, are exchanging anti-inflammatory signals.

In line with possible protective roles for B cells in both subacute and chronic SCI, a possible M–B *Csf1r*–*Csf1* interaction was identified (Fig. 7B,C). 

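Csf1 had a read in 6.25% of B-like cells at 7 dpi (95% interval 1.73–15.2%) and 5.42% at 60 dpi (3.34–8.25%). In T-like cells the counts were 0 of 10 at 7 dpi, which allows up to 30%, and 5 of 76 at 60 dpi. Microglia-like cells themselves had a read of Csf1 in 21.6% and 10.8%.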

Colony stimulating factor 1 receptor (CSFR1) signaling contributes to microglial survival [73]; and a study in humans found CSF1 is expressed by activated, but not resting B lymphocytes [74]. This suggests post-SCI, B cells produce CSF1 that promotes microglial health. Hence, the presence of activated B cells could be important for the long-term survival and maintenance of microglia after SCI.

Notably, by immunostaining we found B cells localized near lesion borders as identified by GFAP staining in chronic stages of SCI, at both 28 and 42 dpi (Additional file 13). This area has also been shown to harbor microglia at chronic injury stages [75], which may allow these cells to interact. We also observed individual B cells in the parenchyma in the chronic phase of SCI (Additional file 13), which were rare but could contribute to recovery or injury in the spinal cord. Future work should examine these interactions at these distinct locations in more detail.

## Discussion

Secondary injury propagated by immune cells leads to incomplete wound healing and chronic inflammation in the spinal cord. By performing scRNA-seq on CD45^+^ cells isolated from the adult mouse spinal cord in the uninjured, subacute, and chronic phases of SCI, we have revealed previously unappreciated diversity and changes in select immune cell subtypes over time post-SCI.

Peripheral immune cells increased significantly in the spinal cord following injury, including myeloid-derived-, NK-/T, T, and B cells. Except for myeloid cells, most peripheral cells peaked at 60 dpi, highlighting the importance of studying chronic inflammation in the spinal cord.

We restricted our examination to the subacute and chronic intervals post-injury and employed a gating strategy that excluded larger, more granular cells. Advantages of this approach include that it facilitated the identification of microglia, resulted in the identification of a large and diverse population of B cells, and allowed us to identify predicted interactions between microglia and B cells for subsequent experiments. One drawback of our method, and the restriction of our examination to 3 dpi and beyond, was that it resulted in isolation and identification of fewer cells of the myeloid lineage. Neutrophils and monocytes peak in the spinal cord within 24 h of SCI [3, 14, 76], and very few of these cells were captured in this study.

We focused on collecting microglia at the expense of neutrophils and macrophages. This ensured that we had sufficient cells to draw conclusions about the microglial responses with our chip-based approach. Several recent studies have focused on the immune cell response to SCI using scRNA-seq approaches using droplet-based approaches that allow for the analysis of a larger number of cells [3, 7, 42]. The study by Milich et al. [3], examined almost all cell types within the spinal cord at acute phases of injury, including 1, 3, and 7 dpi. Interestingly, most of our common upregulated microglia genes (*Apoe*, *Spp1*, and *Lyz2*, center of Venn diagram Fig. 4B) were also upregulated in Milich et al. [3], despite differences in the technologies used.

In addition to the enrichment of microglia, we isolated many B cells using our approach, which permitted us to examine their potential interactions after SCI. In the Milich study, they specifically excluded lymphocytes from their analysis. B cells have also been found in the other SCI studies in which the cellular changes have been explored by scRNA-seq [4, 7]. Our unique data set enabled us to investigate the potential interactions between these two cell types. Additional empirical studies are needed to assess the predicted interactions.

ScRNA-seq allows the identification of transcriptionally distinct populations of cells analyzed computationally. Populations identified rely on sampling criteria, sequencing modalities used, and downstream processing pipelines. Our chip-based sequencing method uses fewer cells but enables deeper sequencing (more reads-per-cell) than droplet-based methods. Our results may underestimate the full diversity of the immune cell response, as our samples were pooled to produce sufficient cells for analysis, thus masking animal to animal variations, and only a subset of immune cells were isolated by the gating strategy used. Nevertheless, we were able to isolate subpopulations that appear to have differential functions and distinct changes with time after injury.

At the single-cell level, microglia appeared abundant in the uninjured and sub-acutely injured spinal cord but were reduced in number chronically. While we collected several populations of microglia, we cannot exclude the possibility that we missed some low CD45-expressing microglia, as their expression of this marker is lower than macrophages [77]. However, our data integrate well with other scRNA-seq data sets of microglia [41, 42], which indicates we have good microglial representation.

We found in the uninjured state that microglia in the spinal cord demonstrated different pathway enrichments from those in the brain, and their gene expression response following SCI differed from the response of brain microglia to white matter injury or AD modeling. Such differences may help explain reports that similar magnitude injuries induce a less severe immune response in the brain compared to the spinal cord [50], though this would need to be further investigated. Our findings contrast with previous work showing gene expression similarities between SCI and DAM microglia [4]; this discrepancy may be due to many factors including injury severity, different sequencing platforms, the mouse strain used, or the cell selection strategy.

The largest change identified in response to SCI was the ~ sixfold increase in B cells isolated chronically compared to uninjured, which we found occurred predominantly within the injury site, as reported previously [22]. This was accompanied by an increase in B cell diversity: we observed multiple stages of the lineage including pro/pre B and mature B cells. Immature, actively rearranging pro/pre B progenitors were not observed in the uninjured state but appeared in the subacute phase following injury. The presence of proB2 cells could explain how deleterious antibodies against autoantigens are generated following SCI, as this is the stage when B cells are undergoing V(D)J recombination [56]. The expression of MHC-II and changes in Igh expression could participate in the formation of immune complexes linked to complement-mediated cytotoxicity within the chronically injured spinal cord [22]. At all stages, mature B cell genomic signatures were detected with diverse post-class switching immunoglobulins, as well as those expressing MHC-I and -II molecules.

Ectopic clusters of B cells form within the spinal cord in autoimmune disease [78], and can occur within the injured spinal cord parenchyma [22, 56] and meninges [42] and generate cytotoxic antibodies [22, 79]. It is tempting to suggest B cells are recruited during subacute SCI, and respond to injury by setting up ectopic lymphoid follicles that grow locally, producing B cells reacting to the injured environment by producing antibodies and other factors contributing to long-term inflammation [78]. Indeed, the shift from individual B cells present at 3 dpi, B cells coalescing in ‘ring-like’ structures at 28 dpi (Additional file 7C) to large foci at 42 dpi suggest these clusters grow from B cells initially invading the spinal cord. It is also interesting to note that many of these structures were found on the border with the glial scar, suggesting important interactions at this interface.

The presence of B cells in different stages of maturation and their enrichment of IL-23 mediated signaling (Fig. 6D) lends further support for the scenario described above, as IL-23 drives germinal center formation [59]. In other tissues, ectopic lymphoid follicles resolve after antigen clearance [80]. It would be interesting to examine spinal cords 90 dpi and beyond to determine when, or if, these structures resolve. Persistence of B cells at 60 dpi suggests their ongoing stimulation and antigen presentation. Prior attempts to identify the antigens have been unsuccessful, but showed they likely don’t include myelin basic protein [22]. Recently, GlialCAM was linked to multiple sclerosis pathology and the induction of a robust B cell response that aggravates EAE [81]. It would be valuable to identify antigens stimulating B cells after SCI and determine whether GlialCAM is also involved in SCI.

Intriguingly, other studies have shown lymphopoiesis is impaired in the bone marrow following SCI and B cells fail to mobilize [82], suggesting B cells observed in the injured spinal cord might have a different origin. Indeed, recent studies suggest the meninges, cerebrospinal fluid, and vertebral bone may be a source of B cells entering the injured CNS [83–86]. Our study showed early B cells in the spinal cord parenchyma are computationally similar to those found in the spinal cord meninges [42], underscoring this as a possible source. Identification of the mechanisms whereby B cells enter the spinal cord, and processes associated with B cell development and activation within the injured spinal cord should help define their role in cell toxicity and allow more nuanced targeting of B cells following injury.

Our analysis uncovered several potential interactions between immune cells, specifically, between microglia, neutrophils, and B cells that may contribute to the recruitment, retention, and accumulation of B cells at the injury site. From the combined functional and CellPhoneDB changes identified, we hypothesize altered microglia–neutrophil interactions signal the early invasion of neutrophils [87] that in turn initiates subacute entry of B cells at the site of SCI [88], which is augmented chronically by signals generated by reactive astrocytes and microglia. Identifying the signals initiating these changes is needed to refine and test these hypotheses.

Notably, we uncovered several potential microglial–B cell interactions that will be worthwhile to investigate further. A recent paper by Brennan et al. [7] also identified the Ccl3/Ccl4–Ccr5 pair through receptor–ligand analysis that we found to be potentially involved in microglial–B cell recruitment, although in the context of interactions between microglia (Ccl3) and macrophages (Ccr5). B cells also express Ccr5, which means they could respond to this chemokine signal to be recruited into the tissue. The Brennan et al. study included similar timepoints (uninjured, 7- and 28 dpi) to ours, so we are encouraged by consistencies in our findings. As microglia have been identified at the scar border after SCI, where we saw an accumulation of B cells [75], this strengthens the concept that these theoretical interactions have physiological relevance. While histological analysis was performed on a different strain of mice than the scRNA-seq, the increase in B cell presence over time was common between strains. We cannot exclude the possibility, however, that localization of the B cells may differ across strains. It would be interesting to perform spatial transcriptomics to identify, where the cell populations we identified are located with respect to the injury site over time and to provide further support for the cell interactions identified computationally in this study.

## Conclusions

In this study, we focused on the gene expression changes of microglia and B cells to subacute and chronic SCI using scRNA-seq. The most marked finding was the large accumulation of B cells located at the injury zone that consisted of multiple stages in the B cell lineage, indicating establishment of ectopic lymphoid follicles. By analyzing ligand–receptor pairs, we identified novel potential interactions between microglia and B cells at separate times after injury, which may help recruit, retain, and drive the B cell accumulation. Functional analyses of the cytokines involved, and their cell sources post-injury, have the potential to develop targeted interventions that modulate the immune responses and reduce associated damage to create an improved environment for tissue repair.

## Supplementary Information

**Additional file 1. **CD45^+^ cells isolated for scRNA-seq. Contour plots, which show areas of density in concentric shapes, of all CD45^+^ cells identified by flow cytometry. Each contour plot is from pooled spinal cords isolated at time indicated. Graphs are plotted as forward scatter (FSC) versus side scatter (SSC). FSC reflects the size of the cell, while side scatter reflects the cells’ granularity. The black box on each plot indicates the cells which were selected for sorting for downstream processing for scRNA-seq. Notice that the cells are smaller in size and less granular, which would preclude isolation of some immune cells including macrophages and neutrophils.

**Additional file 2. **Gating and flow sorting parameters for isolating single CD45^+^ cells, using 3 dpi as an example. **A** Unstained spinal cords were used to set the sort gates and to establish single cell isolation parameters. P1 identifies the region of cells of interest. P2 and P3 are forward and side scatter gates to identify single cells and exclude doublets. P5 and P6 are the CD45^+^ cells which were selected for FACS (both hi and lo populations). **B** The same schematic with the 3 dpi sample to show isolation of CD45^+^ cells following SCI.

**Additional file 3. **Analysis of B cells isolated from SCI combined with those isolated from the meninges. **A** UMAP of all immune cells isolated from the spinal cord in our study (uninjured and injured) informatically combined and integrated with the data from Cohen et al. **B** Mapping of subpopulations of B cells (pre B and mature B identified in meninges, lymph nodes (lymphatic), and from SCI.

**Additional file 4. **Confirmation of cell identity and markers of each cluster. **A** For each cell type identified (microglia, macrophages/monocytes (peripheral myeloid), T cells, NK-/T Cells, and B cells), canonical markers were examined via violin plots to confirm their classifications. **B** Cells isolated from the spinal cord were computationally compared to immune cells in the ImmGen database, confirming that most cells isolated were microglia or B cells.

**Additional file 5.** Geneset enrichments for brain and spinal cord microglia. Tables of GO Biological Process enrichments supporting Fig. 4.

**Additional file 6.** List of DE genes for subacute and chronic microglia following SCI supporting Fig. 4.

**Additional file 7. **B cell cluster analysis in tissue sections. **A** Quantification of proportion of mice analyzed with B cell clusters present anywhere within the lesion site. **B** Quantification of the maximum length of B cell clusters through the cord which were present within the tissue. **C** Representative image of an immunohistochemical staining of spinal cord sections for TMEM119 (microglia) and CD45RA (B cells) from an animal 28 dpi.

**Additional file 8.** Heatmap of marker genes for B cell clusters identified in Fig. 5 after isolating and reclustering of the B cells. Clusters are labeled **A**–**D** as identified in the main text.

**Additional file 9.** List of GO Biological Process enrichments from the total dataset at day 0, 7 dpi, and 60 dpi. Full list of enrichments supporting Fig. 6A, B.

**Additional file 10.** GO terms enriched in clusters for T cells, monocytes/macrophages, NK-/T cells and granulocytes. Wilcoxon rank sum test was used to identify markers for each cell type. Hierarchical groupings were performed as in Fig. 6, and a dot plot was generated. The size of the dot indicates the percentage of gene overlap, and the *x*-axis is FDR. Red dashed line indicates FDR = 0.1. See Additional file 15 for additional enrichments and genes associated with the enrichments found in this figure.

**Additional file 11.** List of all pathways identified using Enrichr for microglia and B cells at individual timepoints as identified in Fig. 6C, D.

**Additional file 12.** CellPhoneDB interactions between microglia, B cells, and T cells. CellPhoneDB was used to determine receptor ligand pairs between microglia, B cells and T cells at the uninjured, subacute, and chronic phases of injury. Results are plotted for interactions in which *p *< 0.01. *P* value is represented on the scale below the tables.

**Additional file 13.** B cells are localized both within the lesion and outside of it. Animals that received a moderate contusion injury were sacrificed at 28 and 42 dpi [44]. **A**, **A’**, **B**, **B’** Sections were stained for B cells in green (B220), astrocytes in red (GFAP), and blood vessels/extracellular matrix in turquoise (Laminin A). **A**, **B** B cells which were seen as clusters could be localized to areas inside the lesion (as identified by the GFAP scar border) at each timepoint analyzed. **A’**, **B’** Individual B cells, rather than clusters, were localized outside of the lesion at each timepoint analyzed (arrowheads). Scale bar = 50 µm.

**Additional file 14.** Lists of receptor-ligand pairs identified in the Venn diagrams of Fig. 7D.

**Additional file 15.** GO Biological pathway enrichments identified in Additional file 10.

## Data Availability

Raw and processed data are available for download from GEO (accession: GSE213471). Processed RData files, suitable for exploration within the R programming environment, along with sample interaction code, as well as code for the above analyses, can be obtained from GitHub via our institution website [89]. The data sets supporting the conclusions of this article are included within the article and its additional files.

## Abbreviations

AD: Alzheimer’s disease
ADRB2: Adrenergic receptor β2
ALS: Amyotrophic lateral sclerosis
APC: Antigen presenting cell
BCR: B cell receptor
CCL: C–C motif chemokine ligand
CCR: C–C motif chemokine receptor
CNS: Central nervous system
CSF1R: Colony stimulating factor receptor 1
DAM: Disease associated microglia
DE: Differentially expressed
DMEM: Dulbecco’s modified eagles medium
Dpi: Days post-injury
EAE: Experimental autoimmune encephalitis
FACS: Fluorescence activated cell sorting
FBS: Fetal bovine serum
FCS: Forward scatter
FDR: False discovery rate
GEO: Gene expression omnibus
GO: Gene ontology
HBSS: Hank’s balanced salt solution
I: Immunoglobulin
IL: Interleukin
IRM: Injury responsive microglia
LTB(R): Lymphotoxin β receptor
NK-/T: Natural killer/T cell
Macs: Macrophages
Monos: Monocytes
MHC-I/MHC-II: Major histocompatibility complex
PBS: Phosphate buffered saline
SCI: Spinal cord injury
scRNA-seq: Single cell RNA sequencing
SSC: Side scatter
SCT: Single Cell Transform
UMAP: Uniform manifold approximation and projection

How the deposited data were processed for this re-analysis (not part of the article)

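CD45+ cells of the spinal cord were sequenced from the uninjured cord and after contusion injury, and 1 library of pooled tissue from 6 mice per condition was analysed here, for the uninjured cord, 7 dpi and 60 dpi. The 3 dpi cells were not analysed here. The authors split reads by cell barcode, mapped them to mm10 with STAR and counted reads per gene with Bioconductor packages in R. The paper's text does not name the gene annotation, the counting function or the filters on cells. The values are whole numbers of reads, not molecules, without normalization. The table holds 39066 genes and 1825 cells, and 0 of its columns belonged to no library. Libraries held 306721154 (uninjured), 365066887 (7 dpi) and 382779731 (60 dpi) reads, with medians of 554836, 663734 and 287134 per cell.

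Cells were processed in R 4.3.3 with Seurat 5.3.0 and sctransform 0.4.2. The steps were those the paper names: SCTransform with cell-cycle scores regressed, integration of the libraries, dimensional reduction and shared nearest neighbor clustering. Integration used 3000 features and a weighting over 50 anchors, and clustering used 30 principal components and a resolution of 0.8. The paper's text gives none of these settings for its own cells. Every cell in the table was kept. Clusters were named from marker lists of 8 classes: a class needed at least 3 of its markers among the 20 leading genes found in at least 25% of the cluster's cells, with at least 1 among the 10 first genes, no tie with another class and no more markers of another class among these first genes. Clusters whose leading class was that of hemoglobin genes were left without a name. This rule was set after the clusters had been seen and was revised once, since its first version named the cluster led by Lyz2 and Lgals3 granulocyte-like. Tables were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

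Counts were summed over the cells of a class in a library and scaled to CPM by the sum of all reads of those cells, and compared as log2 ratios of CPM plus 1. Shares of cells with a read were taken after thinning each cell to 50000 reads. Intervals have a level of 95%, exact Clopper-Pearson for shares and exact Poisson for summed counts, and a count of 0 is given with the limit that 3 counts allow. Both cover counting error only, and the Poisson intervals take each read as independent, so they can be too narrow for reads copied from 1 molecule. With 1 library per condition, and since cells are not replicates, no test between conditions was made. The genes named in the text were chosen by a rule written before the data were examined: every gene the paper names, the genes of the enrichment terms it names, the marker, sex-linked and free RNA genes, and for each comparison the 5 genes with the highest and the 5 with the lowest log2 ratio among genes with at least 50 CPM in 1 of both libraries and a read in at least 25% of its cells. Of 204 gene names looked up, 202 were found, and Ighd and Fcmr were not. Some of the genes this rule picks are not reported here. Coordinates are those of GRCm38 (GENCODE vM21) and were found for 196 of them.

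The alternatives, set before the data were examined, were resolutions of 0.4 and 1.2, log-normalization, no integration, no cell-cycle regression, a filter on cells, naming of each cell by its own markers, removal of cells with markers of 2 classes, the mean of single-cell CPM, the cell with the most reads of a gene left out, CPM without mitochondrial, ribosomal protein and hemoglobin genes (372 genes), a pseudocount of 10, and other depths of thinning. An alternative that keeps a cell's class only where its own markers give the same class was added later. The brain, meningeal and Tabula Muris data, CellPhoneDB and enrichment tests were not used here. The calculation was tested on simulated data, with 200 of 2877 genes changed 4-fold in groups of 150 cells. All simulated cells of a group came from a single profile, without variation between cells, copied molecules, free RNA or mixed classes. The log2 ratio came within 0.1 of the truth for 96% of the changed and 100% of the unchanged genes. For shares, 95.8% of 1000 intervals around binomial draws held the true share, which the exact method ensures. The simulation therefore checks the arithmetic only, and not how far these values hold for cells as variable as those sequenced.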

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

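The tests for free RNA from male cells and for the gene annotation at 7 dpi, for shared barcodes and for free RNA at 1 level at 60 dpi, and for granulocyte and hemoglobin genes were chosen only after the results had been seen, and the limits that decide them were set after part of the values had been seen.

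The paper describes the mice used for sequencing as female, and its text does not discuss Y-linked genes. Its Additional file 6 lists Xist in no subacute microglia and Ddx3y and Eif2s3y in some, which led to this check. At 7 dpi 43.1% of cells (195 of 452, 95% interval 38.5–47.9%) had a read of Ddx3y, Eif2s3y, Kdm5d or Uty after thinning, against 0 of 419 in the uninjured library, which allows up to 0.716%. Xist had a read in 65.2% of uninjured cells. Both signals were taken at the same depth per cell. Male cells giving free RNA to a female pool are argued against by the 0 cells with a read of Xist at 7 dpi. A different gene annotation for 7 dpi stays open. Of 2108 autosomal genes with a read in at least 25% of uninjured cells before thinning, 0 had no read at 7 dpi, but of 3172 with a read in as many 7 dpi cells, 4 had none in uninjured cells: Apoc1, Apoc4, Cxcl13, Gpnmb. These were singled out after their values had been seen, and a rise of them with injury would look the same. Male mice in the 7 dpi pool is a candidate explanation: the lowest share of cells with a Y-linked read over 6 groups of cells was 72.2% before thinning, against 77.5% of all 7 dpi cells counted the same way. Whether the pool or its label differs from the description was not tested. Every comparison of 7 dpi with uninjured cells therefore may hold a difference of sex as well as of injury.

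At 60 dpi both kinds of genes were found in 1 library: 6.97% of cells (64 of 918, 95% interval 5.41–8.82%) had a Y-linked read and 47.9% a read of Xist after thinning. Before thinning 88 cells had reads of both, where independent draws give 79.9, and 84.1 among cells of similar depth. This argues against male and female cells as separate cells as the whole source of these reads. Reads shared with the 7 dpi library through the same well barcode are argued against as the main source, since 120 of the 139 cells with a Y-linked read have other barcodes, and the share was 18.6% (95% interval 11.6–27.6%) of cells with a shared barcode and 14.2% of the others. Free RNA of Y-linked genes is a candidate explanation, since a Y-linked read was found in 16.2% of Xist-positive cells and 12.7% of Xist-negative cells, but it needs male cells as a source, which stays open. Free RNA at 1 level in all cells is argued against by 22.5% (95% interval 17.8–27.8%) of the cells without a name having a read, before thinning, against 12.0% (8.87–15.7%) of B-like and 7.89% of T-like cells. Y-linked reads stood at 59.3 CPM in cells without a name, 57.2 in microglia-like, 8.37 in B-like, 1.95 in NK/T-like and 0.357 in T-like cells. The early B-like cells, which are counted among the B-like cells, stood at 40.6 CPM. Free RNA was not tested as the source in 23 cells with more than 100 CPM of Y-linked genes, 18 of which also had a read of Xist. Male cells together with free RNA also stay open.

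Granulocyte and hemoglobin genes had reads in a mean of 65.7% of T-like and NK/T-like cells at 7 dpi, over 10 genes, against 4.44% in the uninjured library. The paper does not discuss these genes in T cells. Free RNA from granulocytes and red cells is a candidate explanation for their rise in microglia-like cells: the median log2 ratio of T-like and NK/T-like to microglia-like CPM at 7 dpi was -0.62, within the limit set for this test. By summed CPM Camp, Ltf and Retnlg, at -1.13, -2.32 and -3.35, were lower in T-like and NK/T-like cells by more than that limit. The median over cells was 4.82 CPM against 7.26 in microglia-like cells for Ltf and 2.36 against 3.67 for Retnlg, but 0.953 against 7.73 for Hbb-bs and 0.320 against 4.42 for Hbb-bt, so the levels are close for some of these genes only. A change of these genes with injury in the cells themselves stays open, as do more blood cells in the tissue, which was not perfused according to the paper.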

How the results depend on the processing

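Of the alternatives reported here, only the class kept where own markers match was chosen after the results had been seen. Of 110 log2 ratios of named genes, 89 were at least 1 in size, and 77 of these kept their direction in all 13 alternatives while 12 reversed in at least 1. The number of listed microglia genes changed in the paper's direction stayed between 567 and 601 at 7 dpi and between 986 and 1157 at 60 dpi. The 60 dpi share of B-like cells was the highest and that of microglia-like cells the lowest of the 3 libraries in all 9 alternatives of the clustering. Without cells with markers of 2 classes, however, 10.5% of the microglia-like cells at 60 dpi had at least 3 microglia markers and 80.7% at least 3 B cell markers, so that share is not one of microglia. The change from uninjured to 7 dpi had no fixed direction. Microglia-like cells rose in the integrated clusters reported, at both other resolutions, without cell-cycle regression and with the filter on cells, and fell in the other 5 alternatives. B-like cells fell in the clusters reported, at resolution 0.4, without cell-cycle regression, with the filter on cells, without cells with markers of 2 classes and where own markers match, and rose in the other 4. No paired analysis was possible because each condition is 1 pooled library. The alternative that leaves 3 dpi out of the clustering was not run, since no 3 dpi cells were clustered.

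The shares of cells moved beyond their counting intervals in several alternatives, and the cause was not tested. At resolution 0.4 the microglia-like share became 51.2% (uninjured), 59.7% (7 dpi), 30.1% (60 dpi) and the B-like share 34.5% (uninjured), 43.3% (60 dpi). At resolution 1.2 the B-like share became 7.98% (uninjured), 10.8% (7 dpi), 32.3% (60 dpi). With log-normalization the microglia-like share became 71.1% (uninjured), 61.9% (7 dpi), 32.2% (60 dpi) and the B-like share 10.3% (uninjured), 10.8% (7 dpi), 31.3% (60 dpi). Without integration the microglia-like share became 84.3% (uninjured), 75.6% (7 dpi) and the B-like share 7.51% (uninjured), 11.0% (7 dpi), 57.8% (60 dpi). Without cell-cycle regression the microglia-like share became 52.2% (7 dpi) and the early B-like share of B-like cells 12.6% (uninjured), 26.2% (7 dpi), 17.2% (60 dpi). With each cell named by its own markers the microglia-like share became 79.6% (uninjured), 28.4% (7 dpi), 6.14% (60 dpi), the B-like share 7.51% (uninjured), 8.37% (7 dpi), 54.1% (60 dpi) and the early B-like share of B-like cells 12.5% (uninjured), 47.4% (7 dpi), 24.1% (60 dpi). Without cells with markers of 2 classes the microglia-like share became 45.0% (uninjured), 37.4% (7 dpi), 20.1% (60 dpi), the B-like share 25.3% (7 dpi) and the early B-like share of B-like cells 0% (uninjured), 0% (7 dpi), 0% (60 dpi). With the class kept only where own markers match the microglia-like share became 21.4% (7 dpi), 6.03% (60 dpi), the B-like share 7.51% (uninjured), 7.27% (7 dpi) and the early B-like share of B-like cells 27.3% (7 dpi). The filter on cells moved the uninjured medians to 576921 reads and 2098 genes, because 8 cells were removed.

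Depth limits the shares of cells with a read and the pairs detected, as fewer reads per cell leave fewer cells with a read. Shares are of cells with a read, as a mean over genes for the lists. With thinning to 10000 reads the values were pairs detected 3 (uninjured), 6 (60 dpi). With thinning to 2000 reads the values were Xist 45.8% (uninjured), 31.7% (60 dpi), Y-linked genes 20.3% (7 dpi), 1.48% (60 dpi), granulocyte and hemoglobin genes in T-like and NK/T-like cells 2.22% (uninjured), 44.3% (7 dpi), 15.6% (60 dpi) and B cell genes in them 13.0% (uninjured), 4.46% (7 dpi), 32.6% (60 dpi). With at least 5 reads the values were pairs detected 2 (uninjured), 4 (7 dpi), 4 (60 dpi), Xist 55.1% (uninjured), 38.8% (60 dpi), Y-linked genes 29.0% (7 dpi), 2.61% (60 dpi), granulocyte and hemoglobin genes in T-like and NK/T-like cells 53.2% (7 dpi), 22.3% (60 dpi) and B cell genes in them 16.7% (uninjured), 8.04% (7 dpi), 43.6% (60 dpi). Without thinning the values were pairs detected 14 (uninjured), 19 (7 dpi), Xist 79.1% (uninjured), 57.5% (60 dpi), Y-linked genes 77.5% (7 dpi), 14.7% (60 dpi), granulocyte and hemoglobin genes in T-like and NK/T-like cells 23.0% (uninjured), 87.1% (7 dpi), 67.8% (60 dpi) and B cell genes in them 45.4% (uninjured), 64.3% (7 dpi), 87.0% (60 dpi). Xist at 7 dpi and the Y-linked genes in the uninjured library stayed at 0 in all 3 alternatives of depth.

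The log2 ratios that reversed are given with the alternative, and the cause was not tested. The ratios were those of Arhgef40, microglia-like, 7 dpi over uninjured (0.14 with cells named by their own markers); Axl, microglia-like, 60 dpi over uninjured (-0.74 where own markers match); Cxcl16, microglia-like, 60 dpi over uninjured (-1.96 without cells with markers of 2 classes); Gm25360, B-like, 7 dpi over uninjured (0.72 at resolution 1.2, 0.71 without integration, 0.65 with cells named by their own markers, 0.73 where own markers match); Zfhx3, B-like, 7 dpi over uninjured (0.53 at resolution 1.2, 1.12 with log-normalization, 2.21 without integration, 0.95 with cells named by their own markers, 0.00523 where own markers match). Further ones were Gpr34, B-like, 7 dpi over uninjured (1.03 without integration); Ccr1, B-like, 7 dpi over uninjured (3.01 at resolution 1.2, 2.98 without integration, 3.99 with cells named by their own markers, 3.22 where own markers match); Sgce, B-like, 60 dpi over uninjured (0.22 at resolution 1.2, 0.44 without integration, 0.60 with cells named by their own markers, 0.34 where own markers match); 0610040J01Rik, B-like, 60 dpi over uninjured (0.36 at resolution 1.2, 1.45 without integration, 1.08 with cells named by their own markers, 0.99 where own markers match); Gm25360, B-like, 60 dpi over uninjured (0.27 at resolution 1.2, 2.09 without integration, 2.28 with cells named by their own markers, 1.94 where own markers match). The others were Zfhx3, B-like, 60 dpi over uninjured (0.73 without integration); Ccr1, B-like, 60 dpi over uninjured (0.69 at resolution 1.2, 3.14 without integration, 2.90 with cells named by their own markers, 0.67 where own markers match).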

Differences from the paper's values

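The alternative that keeps a class only where own markers match was chosen only after the results had been seen, and the other alternatives were set before the data were examined. The microglia-like share of all cells was 28.3%, and the paper's value for microglia is 53.8%. Within a factor of 1.5 of the paper's value came resolution 0.4 (42.4%), log-normalization (48.7%) and no integration (46.4%), and outside it stayed resolution 1.2, no cell-cycle regression, the filter on cells, cells named by their own markers and removal of cells with markers of 2 classes. The paper's total also counts 3 dpi cells, which were not analysed here.

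In the uninjured library the microglia-like share was 33.8% and the paper's value 84%. Of the uninjured cells without a name, 91.0% had at least 3 microglia markers above 100 CPM, so the naming of clusters lowers the share found here. Within a factor of 1.5 of the paper's value came log-normalization (71.1%), no integration (84.3%) and cells named by their own markers (79.6%), and outside it stayed resolution 0.4, resolution 1.2, no cell-cycle regression, the filter on cells and removal of cells with markers of 2 classes. At 60 dpi the share was 17.4% and the paper's value 36.3%. Within a factor of 1.5 of the paper's value came resolution 0.4 (30.1%) and log-normalization (32.2%), and outside it stayed resolution 1.2, no integration, no cell-cycle regression, the filter on cells, cells named by their own markers and removal of cells with markers of 2 classes. The B-like share of uninjured cells was 28.6% and the paper's value 7.7%. Within a factor of 1.5 of the paper's value came resolution 1.2 (7.98%), log-normalization (10.3%), no integration (7.51%) and cells named by their own markers (7.51%), and outside it stayed resolution 0.4, no cell-cycle regression, the filter on cells and removal of cells with markers of 2 classes. The class kept only where own markers match, chosen after seeing the values, also gave 7.51% B-like cells, and it leaves the other cells of the integrated B-like clusters without a name.

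For 7 dpi the paper's text states 64.1% microglia while Fig. 3A shows about 72% of the cells, read by eye, and the share here was 45.8%. The paper describes a falling share of microglia from uninjured to 7 dpi and a rising share of B cells. In the clusters reported the shares moved the other way, to 45.8% from 33.8% and to 14.1% from 28.6%, and with log-normalization, without integration and with cells named by their own markers they moved as the paper states, without integration to 75.6% from 84.3% and to 11.0% from 7.51%. The paper names monocyte/macrophage and granulocyte clusters, and no cluster had those names in the clusters reported here. A granulocyte-like cluster was found with log-normalization, without integration and without cells with markers of 2 classes, and a monocyte/macrophage-like cluster with log-normalization, without cell-cycle regression and with the filter on cells.

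Both partners were detected for 8 pairs in the uninjured library, where the paper states 14. Within a factor of 1.5 of the paper's value came no thinning (14), and outside it stayed resolution 0.4, resolution 1.2, log-normalization, no integration, no cell-cycle regression, the filter on cells, cells named by their own markers, removal of cells with markers of 2 classes, thinning to 10000 reads and at least 5 reads. CellPhoneDB's permutation of cells was not run here, so the measures are not the same. The paper describes a fall in the number of pairs with time, and its Additional file 14 lists 14, 13 and 10. Here the counts were 8, 12 and 11, highest at 7 dpi, and in none of the 12 alternatives was the uninjured count the highest.

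The paper describes higher Ccr1 in B cells in chronic SCI. The log2 ratio of 60 dpi over uninjured in B-like cells was -6.04 for Ccr1. The groups are unlike in content, since most of the uninjured B-like cells had microglia markers and fewer had B cell markers, and uninjured microglia-like cells had 155 CPM of Ccr1. The ratio Ccr1, B-like, 60 dpi over uninjured, was above 0 at resolution 1.2 (0.69), without integration (3.14), with cells named by their own markers (2.90) and with the class kept only where own markers match (0.67, chosen after seeing the values), and below 0 in the other alternatives tried. The paper names Ccl8 in microglia in chronic SCI, and no microglia-like cell had a read of it at 60 dpi, with or without integration. The other alternatives were not read for this gene. It places terms on viral process, leukocyte aggregation and neutrophils in uninjured microglia, and 7 of 7, 2 of 3 and 14 of 16 of their genes were lowest in uninjured cells here. The paper's adjusted p from its Enrichr test is 0.0214 for the viral term and 0.0341 for the leukocyte and neutrophil terms. The paper also describes pathways linked to lymphocytes in chronic microglia, whose adjusted p in its own Additional file 11 is 0.614. The paper's tests took cells as replicates, and no test was made here.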

Other observations

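Every test in this part was chosen only after the result had been seen, and the limits that decide them were set after part of the values had been seen.

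B cell genes rose in microglia-like cells at 60 dpi. Free RNA from B cells stays open: the median log2 ratio of T-like and NK/T-like to microglia-like CPM over Cd79a, Cd79b, Ighm and Igkc was -0.91, close to the limit of -1 set for a similar level, with Cd79b at -1.53, Ighm at -1.39, Cd79a at -0.44 and Igkc at -0.39, so 2 of 4 lie beyond it. The median cell had 297 CPM of Ighm among microglia-like and 50.8 among T-like and NK/T-like cells. At least 3 B cell markers above 100 CPM were found in 92.1% of microglia-like cells (151 of 164) and 70.2% of T-like and NK/T-like cells (85 of 121). B cells grouped with microglia are argued against as the whole cause by the 57 microglia-like cells at 60 dpi whose own markers gave that class. All of these had at least 3 microglia markers, with a median Csf1r of 1198 CPM against 4.05 in B-like cells kept likewise. At least 3 B cell markers were found in 89.5% of them, against 4.26% in the uninjured library. A part played by grouped B cells stays open. Without the cells with at least 3 B cell markers the median log2 ratio (60 dpi over uninjured) of 7 microglia genes was -0.99 against -1.22 with them. Only 13 cells were left, so this cannot tell free RNA from such a part.

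Microglia genes fell in microglia-like cells at 60 dpi, by a median log2 ratio of -1.22 over 7 genes. B cells grouped with microglia are argued against as the whole cause. Cd79a, Cd79b, Ighm and Igkc reached at most 29.8% of their B-like CPM in these cells, a share that would lower microglia genes by a log2 ratio of -0.51, where the fall needs 57.0%. Without integration the share was 29.3% where 64.2% is needed, with log-normalization 45.7% where 75.5% is needed, and in cells chosen by C1qa, C1qb, C1qc and Trem2 alone 58.2% where 72.2% is needed. A part played by B cells stays open, as do a change with injury in microglia and other cells grouped with them.

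Several clusters were led by genes with near-identical copies, and no biological explanation was tested. Histone genes led clusters only with log-normalization and without cells with markers of 2 classes, and not in the clusters reported. Hist1h2bq and Hist1h2br had the same count in 92.5% of cells with at least 10 reads of either, consistent with reads counted on every copy. For Hist1h2af the share was 22.6% with Hist1h2an and 20.4% with Hist1h2ah, so this does not extend to every histone pair. In the clusters reported, 1 was led by Gm10273 and Timm23 and 1 by Gm10053 and Cycs. Timm23 and Gm10273 had the same count in 14.6% of such cells and counts within 10% of each other in 68.5%. Cycs and its pseudogene Gm10053 had the same count in 7.21% and counts within 10% in 42.0%, above the 0.474% and 1.42% of Vpreb1 and Vpreb2, which leaves it open whether reads are shared within these pairs.

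Uninjured cells with microglia genes were found in an integrated B-like cluster. Integration of the libraries is a candidate explanation, since 7.51% of uninjured cells were B-like without integration and 28.6% with it. With integration kept, the share was also lower at resolution 1.2 (7.98%), where 94.7% of the uninjured cells without a name had at least 3 microglia markers above 100 CPM, and with log-normalization (10.3%). No biological explanation was tested.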
